# Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation

**DOI:** 10.1371/journal.pgen.1005166

**Published:** 2015-04-23

**Authors:** Wencheng Li, Bei You, Mainul Hoque, Dinghai Zheng, Wenting Luo, Zhe Ji, Ji Yeon Park, Samuel I. Gunderson, Auinash Kalsotra, James L. Manley, Bin Tian

## Abstract

Alternative cleavage and polyadenylation (APA) results in mRNA isoforms containing different 3’ untranslated regions (3’UTRs) and/or coding sequences. How core cleavage/polyadenylation (C/P) factors regulate APA is not well understood. Using siRNA knockdown coupled with deep sequencing, we found that several C/P factors can play significant roles in 3’UTR-APA. Whereas Pcf11 and Fip1 enhance usage of proximal poly(A) sites (pAs), CFI-25/68, PABPN1 and PABPC1 promote usage of distal pAs. Strong cis element biases were found for pAs regulated by CFI-25/68 or Fip1, and the distance between pAs plays an important role in APA regulation. In addition, intronic pAs are substantially regulated by splicing factors, with U1 mostly inhibiting C/P events in introns near the 5’ end of gene and U2 suppressing those in introns with features for efficient splicing. Furthermore, PABPN1 inhibits expression of transcripts with pAs near the transcription start site (TSS), a property possibly related to its role in RNA degradation. Finally, we found that groups of APA events regulated by C/P factors are also modulated in cell differentiation and development with distinct trends. Together, our results support an APA code where an APA event in a given cellular context is regulated by a number of parameters, including relative location to the TSS, splicing context, distance between competing pAs, surrounding cis elements and concentrations of core C/P factors.

## Author Summary

A gene can express multiple isoforms varying in the 3’ end, a phenomenon called alternative cleavage and polyadenylation, or APA. Previous studies have indicated that most eukaryotic genes display APA and the APA profile changes under different physiological and pathological conditions. However, how APA is regulated in the cell is unclear. Here using gene knockdown and high throughput sequencing we examine how APA is regulated by factors in the machinery responsible for cleavage and polyadenylation as well as factors that play essential roles in splicing. We identify several factors that play significant roles in APA in the last exon, including CFI-25/68, PABPN1, PABPC1, Fip1 and Pcf11. We also elucidate how cleavage and polyadenylation events are regulated in introns and near the transcription start site. We uncover a group of APA events that are highly regulated by core factors as well as in cell differentiation and development. We present an APA code where an APA event in a given cellular context is regulated by a number of parameters, including relative location to the transcription start site, splicing context, distance between competing pAs, surrounding cis elements and concentrations of core cleavage and polyadenylation factors.

## Introduction

Pre-mRNA cleavage and polyadenylation (C/P) is a 3’ end processing mechanism employed in eukaryotes for expression of almost all protein-coding transcripts and long non-coding RNAs by RNA polymerase II (RNAPII)[1, 2]. The site for C/P, commonly known as the polyA site or pA, is defined by both upstream and downstream cis elements [3, 4]. As with core RNAPII promoters [5], core C/P signals are proving to be complex. In mammals, upstream elements include the polyadenylation signal (PAS), such as AAUAAA, AUUAAA, or close variants, located within ~40 nucleotides (nt) from the pA; UGUA elements, typically located upstream of the PAS; and U-rich elements located around the PAS. Downstream elements include U- and GU-rich elements, located within ~100 nt downstream of the pA.

Most mammalian genes express alternative cleavage and polyadenylation (APA) isoforms [6–9]. APA in the 3’ untranslated region (3’UTR), called 3’UTR-APA, leads to isoforms with different 3’UTR lengths. Because the 3’UTR plays an important role in aspects of mRNA metabolism, such as subcellular localization, stability, and translation, 3’UTR-APA can impact the post-transcriptional control of gene expression. In addition, about 40% of mammalian genes display APA in upstream introns and internal exons [10], leading to changes of both coding sequences (CDSs) and 3’UTRs. This type of APA is called CDS-APA herein. Studies have shown that the APA pattern of genes is tissue-specific [7, 9, 11, 12], and is regulated under various conditions, such as cell proliferation, differentiation and development [8, 13–16] and response to extracellular signals [17]. However, despite recent advances, the molecular mechanisms that regulate APA are still poorly understood (see [4, 18–20] for reviews).

The C/P machinery in mammalian cells is composed of over 20 core factors [21]. Some form subcomplexes, including the Cleavage and Polyadenylation Specificity Factor (CPSF), containing CPSF-160, CPSF-100, CPSF-73, CPSF-30, Fip1, and WDR33; the Cleavage stimulation Factor (CstF), containing CstF-77, CstF-64, and CstF-50; the Cleavage Factor I (CFI), containing CFI-68 or CFI-59 and CFI-25; and the Cleavage Factor II (CFII), containing Pcf11 and Clp1. Single proteins involved in C/P include Symplekin, poly(A) polymerase (PAP), nuclear poly(A) binding protein (PABPN), RBBP6, and RNAPII (specifically the C-terminal domain of its largest subunit). In addition, protein phosphatase 1α (PP1α) and protein phosphatase 1β (PP1β) are present in the C/P complex and homologous to yeast C/P factors [22], but their functions in 3’ end processing are yet to be established. Since the initial study indicating that CstF-64 can regulate APA of the IgM heavy chain gene pre-mRNA during B cell maturation [23], a growing number of core C/P factors have been shown to impact pA choice, such as CFI factors [24–26], PABPN1 [27, 28], CstF-64τ [29, 30], Fip1 [31] and RBBP6 [32]. Whether other C/P factors are involved in APA is not known, and to what extent different C/P factors differentially modulate APA has not been systematically examined.

C/P can also be regulated by splicing (reviewed in [33]), which has long been thought to help define the 3’ terminal exon [34]. U1 snRNP (or U1) has been shown to suppress cryptic pA usage near the transcription start site (TSS)[35], which may be attributable to its inhibitory activity on poly(A) polymerase α (PAPα)[36]. The interplay between U1 and C/P has recently been implicated in controlling expression of sense vs. antisense transcripts from bidirectional promoters [37, 38]. Interestingly, mild attenuation of U1 that does not inhibit splicing was found to regulate 3’UTR length via APA [39]. This mechanism, dubbed telescripting, has been implicated in pre-mRNA shortening during rapid and transient transcriptional upregulation in neuronal activation when there is shortage of U1. By contrast, no global regulation of APA has been associated with U2 snRNP (or U2), despite various interactions between U2 factors and the C/P machinery [40, 41].

Here using C2C12 cells and siRNA-based knockdown (KD) of individual core C/P factors, we examine the role of C/P factors in global APA regulation. We also reduce the expression and/or activity of several core splicing factors in order to understand the role of splicing in APA. In addition, we investigate expression of sense and antisense transcripts using pAs near the TSS when C/P or splicing factors are inhibited. Lastly, we examine how APA events regulated by C/P factor KDs are related to those taking place in cell differentiation. Altogether, our results reveal multiple regulatory rules of APA and show that modulation of core RNA processing factor levels provides a powerful mechanism to control global APA and that different factors have distinct impacts on pA usage.

## Results

### Global analysis of APA upon inhibition of core C/P and splicing factors

To examine the role of core C/P factors in APA regulation, we set out to knock down by siRNA the expression of each of the known factors (Fig 1 and S1 Table, see Introduction), including CPSF-160, CPSF-100, CPSF-73, CPSF-30, Fip1, WDR33, RBBP6, CstF-77, CstF-64, CstF-64τ, CstF-50, CFI-25, CFI-59, CFI-68, Pcf11, Clp1, PAPα, PAPγ, PABPN1, and Symplekin. In addition, we designed siRNAs for several C/P complex-associated factors [22], including PP1α, PP1β, and poly(A) binding protein C1 (PABPC1). Since a large fraction of pAs are located in introns and are regulated in development and differentiation [10], we also included siRNAs for several core splicing factors that have been previously implicated in regulation of C/P through various mechanisms [33], including U1 factor U1-70K, U2 factor SF3b155 and U2-associated factor U2AF65, Moreover, because functional inhibition of U1 was previously shown to cause global regulation of APA in both introns [35] and 3’UTRs [39], we included in our experiments an oligonucleotide (oligo) that can base pair with the 5’ end region of U1 snRNA involved in 5’ splice site (5’SS) recognition (Fig 1B). This oligo, named U1 domain oligo (U1D), is composed of locked nucleic acids and 2’-O-methylated nucleotides, and has been shown to base pair efficiently with U1 snRNA, thereby functionally knocking down U1 [42]. An oligo that had the same chemical composition but contained two mutations at critical positions for base pairing with U1 snRNA, named mutant U1D oligo (mU1D, Fig 1B), was used as a control.

**Fig 1:**
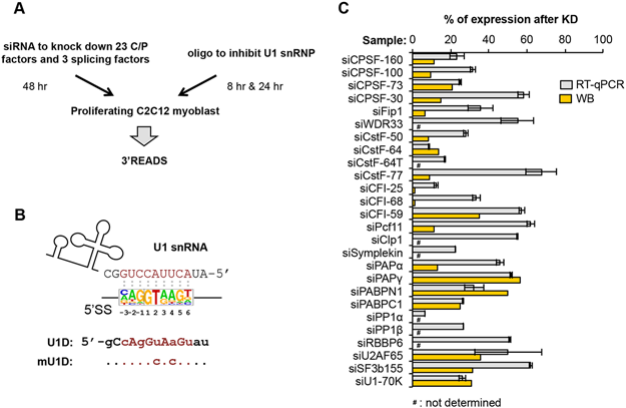
Systematic analysis of APA events modulated by C/P and splicing factors. **(A)** Experimental design. Proliferating C2C12 myoblast cells were transfected with siRNAs against 23 C/P factors and 3 splicing factors for 48 hr, followed by APA analysis using 3’ region extraction and deep sequencing (3’READS). Sequences of the siRNAs used for knockdown or control are listed in S1 Table. For direct inhibition of U1 snRNP (U1) activity, C2C12 cells were transfected with U1D or mutant U1D (mU1D) oligonucleotides (oligos, shown in (B)) for 8 hr or 24 hr, followed by 3’READS analysis. **(B)** Oligos used to study U1 functions. Top, the 5’ end region of U1 snRNA and a consensus sequence surrounding 5’ splice site (5’SS, -3 nt to +6 nt, based on all annotated 5’SS in the mouse genome), are shown to illustrate the base-pairing between U1 snRNA and 5’SS sequence; Bottom, U1D or mutant U1D (mU1D) sequences. Locked nucleic acids are in upper case and 2'-O-methyl nucleotide in lower case. Nucleotides shown in red correspond to the -3 to +6 region surrounding the 5’SS. mU1D differs from U1D in two nucleotides as indicated. **(C)** Gene expression of different factors after 48 hr of siRNA knockdown (KD), as measured by reverse transcription-quantitative PCR (RT-qPCR) or Western Blot (WB). Error bars for RT-qPCR are standard deviation based on two technical replicates. Some KD samples were not analyzed by WB, as indicated. See S1 Fig for WB images.

We chose C2C12 myoblast cells for this study because we previously found that during differentiation of C2C12 cells into myotubes, APA isoforms using proximal pAs (relative to the 5’ end of gene), including those in 3’UTRs and introns, are relatively downregulated, while distal pAs are relatively upregulated [10, 14]. Therefore, by using C2C12 cells, we could compare APA events regulated by C/P or splicing factors with those taking place naturally during cell differentiation. For knockdown (KD) experiments, we selected siRNAs that could reduce their target mRNA expression by >30% in C2C12 cells, as determined by reverse transcription-quantitative PCR (RT-qPCR)(Fig 1C; primers listed in S3 Table). 

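Sf3b1, which encodes the U2 snRNP subunit SF3b155, had 31 reads in its knockdown library against 761 in the siCtrl library of the batch, and Ppp1ca, for the phosphatase PP1α, had 57 against 493. Cpsf6, which encodes CFI-68, had 31 against 107, Fip1l1 had 11 against 87, and U2af2, for U2AF65, had 271 against 1279. Scaled to library size these are log2 ratios of -2.66, -3.51, -1.93, -2.35 and -1.58, in the order named. Relative to library size, 26 of the 28 targeted genes had fewer reads than in the batch control. The exceptions were Pabpn1 with 4 reads against 0 and Pcf11 with 104 against 100, a log2 ratio of 0.48, although RT-qPCR in Fig 1C put Pcf11 mRNA lower in its knockdown. Several targets are thinly covered: 6 had under 20 reads in the control, among them Nudt21, which encodes CFI-25 (0 against 2), and Pabpc1 (2 against 3). Set against all 7 siCtrl libraries by edgeR, none of 26 targets passed after adjustment and 7 were lower at an unadjusted p under 0.05, among them Cpsf6 with a log2 change of -2.08 (SE 0.55). With 1 library per knockdown there is no replicate check. Papolg and Wdr33 change sign with the control, from 0.33 and 0.39 against the 7 libraries to -0.44 and -0.30 against the batch control alone.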

For the factors for which we had antibodies, Western Blot analysis was also carried out to confirm success of KD (Fig 1C and S1 Fig; antibody information listed in S2 Table). We extracted total RNA 48 hr after siRNA transfection, or 8 or 24 hr after transfection with U1D or mU1D. 

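These libraries come from proliferating C2C12 cells, with 1 library for each of 27 knockdowns, 7 siCtrl libraries of 1 batch each, and 1 library each of U1D and its mutated form mU1D at 8 h and at 24 h. The paper gives 35 nM for the U1D oligo and the library labels give 35 µM. A read counts when its end carries As that the genome lacks, the mark of a cleaved and polyadenylated transcript. The authors deposited the count of such reads, called PASS reads, at each poly(A) site (pA) in each library. Of 108698 pAs, 64086 lie in the 3'-most exon of a gene, 34030 in introns, 3721 in upstream exons and 6861 antisense upstream of a gene. Knockdown libraries hold 1420931 to 6272778 PASS reads with a median of 3923181, siCtrl libraries 1601526 to 6188671 with a median of 3238516, and the U1D and mU1D libraries 1812365 to 1859887. Each knockdown is set against the siCtrl library that S4 Table gives for its batch. That the libraries are separate cultures is taken from their labels.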

To obtain a global view of APA, we applied 3’ Region Extraction And Deep Sequencing (3’READS), a method recently developed by our lab to sequence the 3’ end region of poly(A)+ RNAs genome-wide [10]. The statistics of sequencing reads aligned to pAs are shown in S4 Table.

### Regulation of 3’UTR-APA

We first examined APA changes in 3’UTRs, which results in differential expression of isoforms with different 3’UTR lengths (illustrated in Fig 2A). To simplify analysis, we focused on the relative expression changes of the two most abundant 3’UTR isoforms of each gene. 

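Genes of vesicle transport illustrate the directions. After knockdown of CFI-68, Rab2a and Rab1, small GTPases that route vesicles between the ER and the Golgi, moved towards their proximal pA by -7.34 and -5.29 in log2 distal over proximal reads. Arf4, a Golgi GTPase, gave -2.95 in siPABPN1 and Rab10, which acts in exocytosis, -2.40 in siPABPC1. In the library labelled siPcf11, Rab10 and Vps29, a subunit of the retromer, gave 1.72 and 1.94, towards the distal pA. Across all genes with enough reads the median change was -1.37 for siCFI-68 (4099 genes), -1.24 for siCFI-25 (4382), -0.64 for siPABPN1 (4830) and -0.51 for siPABPC1 (5032), against 0.38 for siFip1 (4553) and 0.40 for the library labelled siPcf11 (5164). Between siCtrl libraries of different batches the median ran from -0.25 to 0.20 over 21 pairs, with an SD of 0.12. Each value compares 1 library with 1 control.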

Using relative expression difference (RED) between proximal and distal pA isoforms in KD vs. control samples (RED = difference in log2(ratio) of read numbers of two pA isoforms between two samples; illustrated in Fig 2A), we found that several KD samples showed significant upregulation of proximal pAs (negative RED median of all genes), including those of siCFI-68, siCFI-25, siPABPN1, and siPABPC1, and several others had the opposite trend (positive RED median), including the siFip1 and siPcf11 samples (Fig 2B). Differentiation of C2C12 also had a positive RED median, consistent with our previous finding of 3’UTR lengthening in this process [10, 14]. 

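Cells were compared as 2 differentiated with 2 proliferating libraries, of 1568451 to 3867485 PASS reads. The contractile genes Mylpf, a fast myosin light chain, and Myh3, the embryonic myosin heavy chain, stood 10.71 (SE 1.81, adjusted p 0.277 by edgeR) and 9.80 (SE 2.14, adjusted p 0.29) log2 units higher in myotubes. The DNA replication gene Cdc6 stood at -5.40 (SE 1.08) and the mitotic kinase gene Aurkb at -4.81 (SE 1.16). None of 8849 genes passed in edgeR, 704 did at an unadjusted p under 0.05, and DESeq2 called 182 higher and 102 lower. Adjusted over the list alone, 25 of 26 muscle differentiation genes were higher (median 8.03) and 19 of 24 cell cycle genes lower (median -3.44), while over all genes neither list had a call. Histone genes had 1 higher and 2 lower of 6 by the list alone, other cell types 1 higher of 2, and the remaining lists none by either adjustment. Leaving out 1 library turns the edgeR count from 0 to 56 without proliferating replicate 2 and to 159 without proliferating replicate 1. For 3'UTRs the median log2 shift was 0.21 over 5702 genes with replicates summed. Replicate 1 against replicate 1 gave 0.20 and replicate 2 against replicate 2 gave 0.23, but differentiated replicate 1 against proliferating replicate 2 gave 0 and the reverse 0.48. Deviations of replicates with like numbers correlate with Pearson r 0.90 for expression and 0.87 for 3'UTR-APA. With that number as a block, a pairing no source states, edgeR called genes for both, as given with the dependence on processing. Without a block edgeR called 0 of 5446 genes for 3'UTR-APA, with 13 at an unadjusted p under 0.05 and 1 by DESeq2. Changes of log2 2 put into simulated data of this design were recovered at 0% with the dispersion of these libraries (0.668) and at 30% with a dispersion of 0.01, so an edgeR count of 0 here does not separate absence from low power.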

To statistically examine APA regulation, we developed a method named Significance Analysis of Alternative Polyadenylation (SAAP), which evaluated the significance of a RED score using the read distribution of APA isoforms in two comparing samples. A q-value was calculated based on data randomization (illustrated in S2 Fig and see Materials and Methods for detail), which indicated the false discovery rate (FDR). An example gene *Timp2* (tissue inhibitor of metalloproteinase 2) is shown in Fig 2C, whose APA was strongly affected by KDs of several factors: siCFI-25, siCFI-68, siPABPN1, and siPABPC1 resulted in upregulation of the proximal pA isoform (3’UTR size = 110 nt), whereas siPcf11 and siFip1 led to upregulation of the distal pA isoform (3’UTR size = 2.6 kb). SAAP analysis of the two isoforms showed that APA regulations in these samples, as well as in C2C12 differentiation, were all significant (q-value = 0, Fig 2C, middle). This result was confirmed by reverse transcription-quantitative PCR (RT-qPCR) using amplicons before and after the proximal pA (Fig 2C, right). 

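Timp2 restrains matrix metalloproteinases, and its 2 main pAs lie 2528 nt apart on chromosome 11, at 118164903 (proximal) and 118162375 (distal). siCFI-68 left 926 proximal and 68 distal reads against 259 and 561 in its control, a log2 shift of -4.86, and siCFI-25 left 1872 and 117, a shift of -5.1. In siPABPC1 the shift was -1.85 (5850 proximal and 742 distal reads), and in siPABPN1 -0.62 (3588 and 1071 against 1970 and 904). siFip1 moved the gene by 2.07 towards the distal pA (141 and 855 against 637 and 914), the library labelled siPcf11 by 1.00 (1292 and 1232 against 3713 and 1770), and differentiation by 1.32 (3938 and 3080 against 1562 and 489). All of these had a q of 0 by SAAP, which tests the reads of 2 libraries and takes no account of differences between cultures. For differentiation the reads of the replicates were summed. Like replicate numbers gave 0.93 and 1.10, and edgeR with the replicates apart gave 1.02 (SE 1.98, unadjusted p 0.61). Among siCtrl libraries of different batches the same ratio of Timp2 ran from -2.10 to 2.41 (SD 1.42). Within the set of batches 1, 2 and 7 and that of batches 3 to 6, which were told apart only after the data were seen, pairs differed by at most 0.73, more than siPABPN1 and less than siPABPC1, siFip1 and the library labelled siPcf11. At 32 h the shifts in nuclear and total RNA were -0.92 and -0.29 (q 0.0721, the others 0) for siPABPN1, -1.72 and -1.26 for siPABPC1, 0.81 and 1.43 for siFip1, and 3.32 and 0.71 for the libraries labelled siPcf11.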

Notably, APA of human *Timp2* has also been reported in several studies [25, 26], suggesting the importance of its regulation across species.

**Fig 2:**
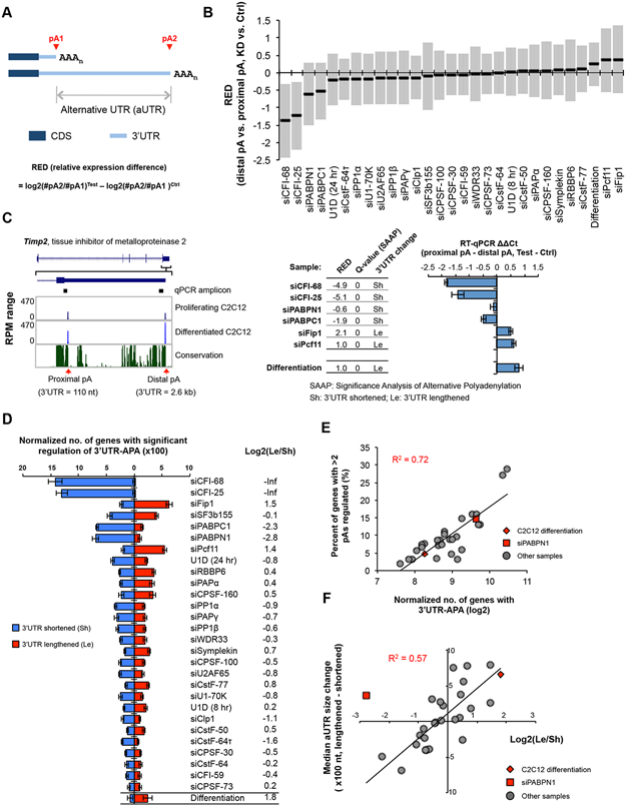
3’UTR-APA. **(A)** Schematic of 3’UTR-APA that results in alternative 3’UTR isoforms. The region between two pAs, pA1 and pA2, is called alternative UTR (aUTR). AAA_n_, poly(A) tail. CDS and 3’UTR are indicated. Regulation of APA is represented by RED (relative expression difference), whose formula is shown in the figure. #pA1 and #pA2 are numbers of poly(A) site-supporting (PASS) reads for pA1 and pA2, respectively. Test and Ctrl are test and control samples, respectively. **(B)** RED values for different samples. The top two most abundant APA isoforms based on the number of PASS reads of each gene were analyzed. Only genes with > = 20 PASS reads for proximal and distal pAs combined were used. The median RED value of each sample is shown as a thick black line and interquartile range (between the 25^th^ and 75^th^ percentiles) is indicated by a gray box. **(C)** An example of 3’UTR-APA regulation. Left, APA isoforms of *Timp2*. The gene structure and the zoomed-in 3’-most exon are shown on the top. Two pAs are indicated, and their 3’UTR lengths and RPM values in proliferating and differentiated C2C12 cells are shown. Sequence conservation of the shown region (based on mammals) is indicated, with the height of line reflecting the degree of conservation. RT-qPCR amplicons to study APA regulation are indicated. Middle, regulation of the two 3’UTR-APA isoforms of *Timp2* in several samples as indicated. RED values (distal pA vs. proximal pA, knockdown (KD) vs. siCtrl or differentiated cells vs. proliferating cells), q-values (Significance Analysis of Alternative Polyadenylation, SAAP, see Materials and Methods for detail), and direction of 3’UTR change (shortened, sh; or lengthened, Le) are indicated. Right, RT-qPCR analysis of 3’UTR-APA isoforms of *Timp2* in several samples. RT-qPCR ΔΔCycle threshold (Ct) values were calculated by comparing Ct difference between proximal and distal amplicons in test vs. ctrl samples. Test is a sample from knockdown or differentiated cells, and ctrl is a sample from siCtrl or proliferating cells. Note the samples used for RT-qPCR analysis were not the same as those used for 3’READS. Error bars are standard deviation based on two replicates. **(D)** Normalized number of genes with regulated 3’UTR-APA in each sample as examined by GAAP. Normalized number is based on (observed value—expected value), and zero is used if a value is negative. Red and blue bars represent genes with lengthened 3’UTRs (Le, distal pA isoform upregulated) and shortened 3’UTRs (Sh, proximal pA isoform upregulated), respectively. Q-value < 0.05 (SAAP) was used to select genes with significant 3’UTR-APA regulation. Only the top two most abundant APA isoforms (based on the number of PASS reads) of each gene were used for this analysis. Error bars are standard deviation based on 20 times of bootstrapping. Samples are sorted by the total number of genes with 3’UTR-APA changes. Data for C2C12 differentiation are shown at the bottom for comparison. Log2(Le/Sh) is log2(ratio) of the number of Le genes to the number of Sh genes. **(E)** Correlation between normalized no. of genes with 3’UTR-APA (Le+Sh in (D)) and percent of genes with >2 pAs regulated (see S3 Fig). C2C12 differentiation data and siPABPN1 data are shown in red and others in gray. R^2^ is based on linear regression of all dots. **(F)** Correlation between log2(Le/Sh) and median aUTR size change. Data from all samples shown in (D) except the siCFI-68 and siCF-25 samples are plotted, with C2C12 differentiation data and siPABPN1 data shown in red diamond and square, respectively, and others in gray dots. R^2^ is based on linear regression of all gray dots. Median aUTR size change was calculated by the median aUTR size of lengthened 3’UTRs minus that of shortened 3’UTRs. Each gene was calculated once.

We next wanted to compare the extent of APA regulation across samples. We carried out KD experiments in several batches, each with a negative control. However, because samples from different batches were processed and sequenced at different times, systematic biases (“batch effect”) could be introduced into the data. In addition, samples with different levels of sequencing depth could lead to variable sensitivity for APA detection, making them not directly comparable. To address these issues, we developed a computational pipeline, named Global Analysis of Alternative Polyadenylation (GAAP), in which we randomly sampled reads to control for sequencing depth and permutated treatment and control data to obtain expected data (S2C Fig). Both expected and observed data were subject to SAAP for identification of significantly regulated APA events. The number of regulated APA events from the observed data was subtracted by that from the expected data to obtain normalized number of APA events. As such, each sample was internally controlled and cross-batch comparison was more feasible.

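Control libraries differ from one another in which 3'UTR pA they favour. In the recomputed GAAP, 1500000 reads were drawn 20 times per library and a gene counted at a SAAP q under 0.05. Over the 21 pairs of siCtrl libraries it gave 173 to 1223 genes, with a median of 1111. The pairs fall apart by batch: the 12 pairs joining batches 1, 2 or 7 with batches 3 to 6 gave at least 1080.1 genes (median 1164), and the 9 pairs inside those sets 173 to 705 (median 523). This division was seen in the counts and not planned. Direction was more even than number, since log2(Le/Sh) of the pairs ran from -0.37 to 0.51 (SD 0.26).

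**Figure D1:**
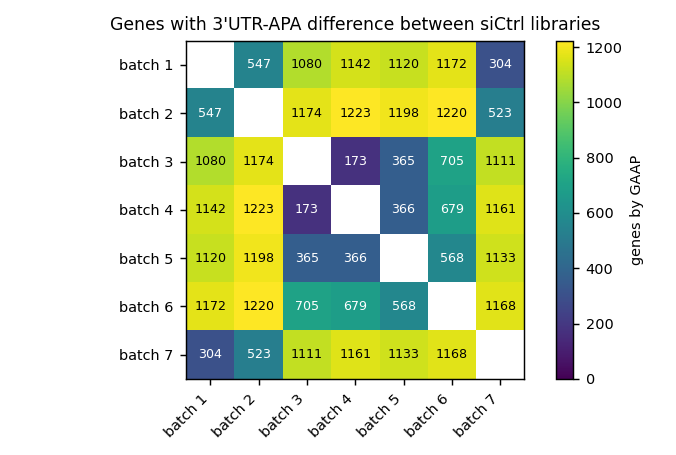
Number of genes with a 3'UTR-APA difference by GAAP in each pair of siCtrl libraries, by batch. Batches 1, 2 and 7 form one set and batches 3 to 6 another.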

Using GAAP, we found that almost all KD samples, including inhibition of U1, resulted in considerable changes of 3’UTR-APA (Fig 2D). 

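Each library was compared with 1 control library by GAAP, which covers noise from read numbers only. Changes of 3'UTR pA choice were most frequent for CFI-68 and CFI-25, with 1369 and 1277 genes, then the nuclear poly(A) binding protein PABPN1 with 821, Fip1 with 777, the cytoplasmic poly(A) binding protein PABPC1 with 682, the library labelled siPcf11 with 644, CPSF-160 with 602, SF3b155 with 583, U1D at 24 h with 579, PAPα and RBBP6 with 527 each. At the bottom stood CPSF-73, the endonuclease of the complex, with 179.7. Pairs of siCtrl libraries, all from different batches, differed in 173 to 1223 genes, and in at most 705 within the sets of batches 1, 2 and 7 and of batches 3 to 6. Among 48 h knockdowns only CFI-68, CFI-25, PABPN1 and Fip1 lie above 705. With differences between cultures taken into account through edgeR on the knockdown library and 7 siCtrl libraries, siPABPN1, siPABPC1, siFip1, the library labelled siPcf11, siSF3b155 and siU1-70K each had 0 genes called. The numbers at an unadjusted p under 0.05 were 389, 336, 390, 390, 534 and 391, and DESeq2 called 10, 5, 8, 14, 11 and 1. With the 2 sets of control batches as a block, a choice made after the sets were seen, edgeR called 51, 4, 24, 22, 18 and 0 (435 at an unadjusted p under 0.05). In simulated data of this design edgeR recovered 0% of changes of log2 2 with the dispersion of these libraries (0.418), and 31% with a dispersion of 0.01.

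**Figure D2:**
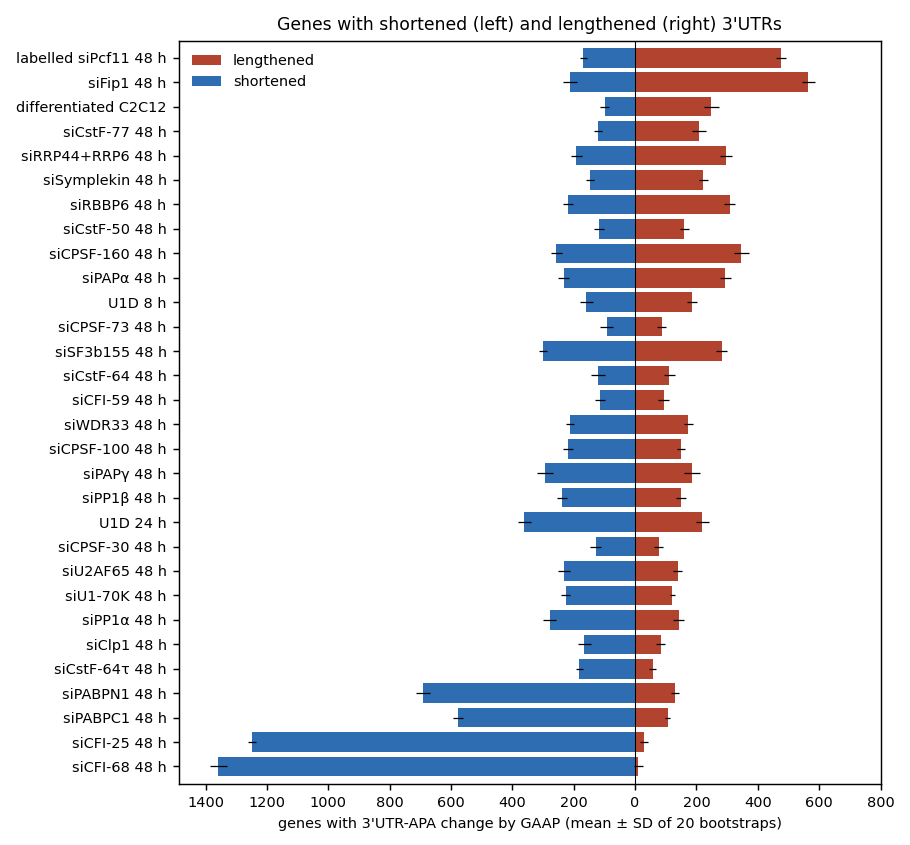
Genes with shortened and lengthened 3'UTRs by GAAP in each library against its control, means of 20 draws with their SD, ordered by the ratio of lengthened to shortened.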

The top ten treatments with respect to normalized number of genes with altered 3’UTR-APA were, in the order of number, siCFI-68, siCFI-25, siCPSF-160, siFip1, siSF3b155, siPABPC1, siPABPN1, siPcf11, U1D (24 hr) and siRBBP6. To gauge the overall trend of APA direction, i.e., 3’UTR lengthening or shortening, we calculated the ratio of the number of genes with lengthened 3’UTRs (Le) to the number of genes with shortened 3’UTRs (Sh), or log2(Le/Sh)(Fig 2D). 

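Ppp4r2, a regulatory subunit of protein phosphatase 4, moved to its proximal pA by -9.38 in log2 after knockdown of CFI-68, and Fnbp1l, which promotes actin assembly at membranes, by -8.84. Mbnl1, a splicing regulator of muscle, moved by -6.56 and Ube2d2, a ubiquitin-conjugating enzyme, by -6.86. The few moves in the other direction include Baz1a, a chromatin remodelling subunit, at 5.19 and Krcc1 at 4.11. By GAAP siCFI-68 had 11.2 ± 15.4 lengthened and 1358 ± 28.4 shortened genes (SD over draws) and siCFI-25 29.8 ± 13.0 and 1248 ± 13.4. The log2 ratios were -6.93 and -5.39, which rest on lengthened counts close to 0. Against all 7 siCtrl libraries, edgeR called 163 of 6310 genes for siCFI-68, all shortened, and 1343 at an unadjusted p under 0.05, while DESeq2 called 10 lengthened and 794 shortened. The edgeR count for siCFI-68 hangs on single control libraries: it is 0 without the siCtrl library of batch 1, 3, 4 or 5, 64 without that of batch 6, 148 without batch 2 and 165 without batch 7. For siCFI-25 edgeR called 0 of 6375, with 1224 at an unadjusted p under 0.05, and DESeq2 5 lengthened and 563 shortened. With the sets of control batches as a block, chosen after they were seen, edgeR called 12 lengthened and 998 shortened genes for siCFI-68 and 10 and 770 for siCFI-25.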

We found that siCFI-25 and siCFI-68 led to the most substantial 3’UTR shortening, with log2(Le/Sh) values being negative infinite after normalization to expected values (Fig 2D). This result is consistent with previous reports showing significant 3’UTR shortening after CFI-25 or CFI-68 KD [24, 43]. KDs of the two PABPs also led to considerable 3’UTR shortening, with log2(Le/Sh) = -2.8 and -2.3, respectively, for siPABPN1 and siPABPC1. 

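Nsmaf, an adaptor of the TNF receptor pathway, moved by -6.47 in log2 towards its proximal pA in siPABPN1, and the cytoskeletal genes Actn4, an actin crosslinker, and Cfl2, the cofilin of muscle, by -3.88 and -2.89. The matrix gene Mxra8 stood at -4.07 in siPABPN1 and -4.39 in siPABPC1, which were compared with the same siCtrl library. In siPABPC1 the myosin phosphatase gene Ppp1r12a moved by -3.83, the signalling gene Smurf1, a ubiquitin ligase, by -2.97 and the osteoblast regulator Runx2 by -4.63. Against the trend, the kinase gene Camkk2 moved by 4.15 in siPABPN1 and Chst12, a chondroitin sulfotransferase, by 3.21 in siPABPC1. GAAP counted 129 ± 13.2 lengthened and 692 ± 22.5 shortened genes for siPABPN1, a log2 ratio of -2.42, and 106 ± 7.63 and 577 ± 16.7 for siPABPC1, a log2 ratio of -2.44. Both come from 1 library without a replicate check.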

While the siPABPN1 result is in line with previous reports [27, 28], this is the first time PABPC1 is found to play a global role in APA and the extent of its modulation of 3’UTR-APA appeared to be similar to that of PABPN1. We found that siFip1 and siPcf11 led to the most substantial 3’UTR lengthening, with log2(Le/Sh) = 1.5 and 1.4, respectively. In comparison, the log2(Le/Sh) value was 1.8 for C2C12 differentiation (Fig 2D). 

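Some genes of the cell cycle and the cytoskeleton used their distal pA more. In siFip1 the kinase gene Cdk1 gave 1.76 and the ribonucleotide reductase gene Rrm1 3.16 in log2, and Tpm3 and Rhoa, a tropomyosin and a GTPase of actin fibres, 2.57 and 1.79. In the library labelled siPcf11 the cyclin genes Ccnb2 and Ccnd1 gave 1.98 and 1.84 and Pak1, a kinase of the cytoskeleton, 1.98. Tpm1, another tropomyosin, moved almost equally in the pair, 2.62 and 2.60. Taldo1, an enzyme of the pentose phosphate pathway, went the other way in both, by -3.57 and -2.91. siFip1 had 565 ± 21.2 lengthened and 212 ± 21.3 shortened genes by GAAP, a log2 ratio of 1.41, and the library labelled siPcf11 476 ± 16.1 and 169 ± 10.5, a log2 ratio of 1.50. Pcf11 reads were not lower in that library, so its factor rests on the label and on RT-qPCR and blots of the paper.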

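Myotubes and myoblasts differed in the 3'UTR pA use of fewer genes than most knockdowns did from their controls. The comparison is unlike, since here the 2 replicates of each side were summed and each knockdown is 1 library against 1. The median shift in differentiation also varied with the replicates chosen, as given above. GAAP counted 248 ± 24.0 lengthened and 98.8 ± 14.3 shortened genes, 347 in all, for a log2 ratio of 1.33. Lengthened genes had a median of 1008 nt between their pAs and shortened genes 447 nt.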

Consistent with previous reports [39], we also found that reduction of U1 activity by U1D (24 hr) or siU1-70K led to 3’UTR shortening. However, the 3’UTR-APA changes in these samples appeared modest compared to the more significant C/P factor KD samples described above. It is worth noting that a similar analysis using the two most significantly regulated pA isoforms of each gene gave essentially identical results (S3A Fig), confirming the robustness of our findings.

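Pnn, which encodes a splicing-associated protein of nuclear speckles, was the only gene with a 3'UTR-APA change that passed when U1D at 8 h and 24 h was set against mU1D in edgeR: -7.85 (SE 1.66, adjusted p 0.0103) towards the proximal pA. DESeq2 called 0 of 4364 genes, 178 passed at an unadjusted p under 0.05 in edgeR, and leaving out any 1 of the 4 libraries takes the 1 call away (123 to 201 genes at an unadjusted p under 0.05). With U1D and mU1D paired by time edgeR called 2 genes, both shortened. At 24 h GAAP gave 219 ± 21.2 lengthened and 361 ± 20.6 shortened genes, a log2 ratio of -0.72, with a median shift over 3843 genes of -0.18. At 8 h the counts were 187 ± 16.7 and 159 ± 20.7 and the log2 ratio 0.23. Knockdown of the U1 protein gene Snrnp70 gave 122 ± 8.4 and 226 ± 14.9, a log2 ratio of -0.89 with a median shift of -0.17.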

As expected, the GAAP result (Fig 2D), which indicates the number of genes with significant APA regulation, correlated with the RED result (Fig 2B), which indicates the extent of APA regulation. 

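Across 27 libraries without siCFI-25 and siCFI-68, log2(Le/Sh) and the median shift rose together with Pearson r 0.96 and Spearman rho 0.95 (permutation p = 1e-05 for each, the smallest that 100000 permutations allow). Adjusted over the 13 correlations examined, the p is 4.33e-05. Both values summarise the same shifts of a library, so a positive correlation follows largely from their definition. Libraries of a batch also share a control, so the p is no independent test. The relation does not rest on its ends, since r is 0.95 without siPABPC1 and siPABPN1. Within batch 4, of 7 libraries, r is 0.96 (exact p = 0.000198). Within batch 3, of 6, it is 0.98 (exact p = 0.0125) and 0.66 without siPABPC1 and siPABPN1.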

We further found that the GAAP result also correlated with the number of significantly regulated pA isoforms per gene (Fig 2E and S3 Fig), i.e., samples with more genes having 3’UTR-APA regulation tended to have a greater number of regulated isoforms per gene. For example, in siCFI-25 and siCFI-68 samples, ~30% of genes had more than two pA isoforms significantly regulated (S3 Fig). This result indicates that multiple pAs are interrelated in regulation of their usage.

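In siCFI-68 and siCFI-25, 32.7% and 27.1% of the regulated genes had more than 2 regulated pAs. siSF3b155 followed with 13.2%, siFip1 with 12.5% and siPABPN1 with 12.1%. Over 29 libraries the share rose with the number of regulated genes, with Pearson r 0.97 and Spearman rho 0.95 (permutation p = 1e-05, the smallest possible, and 4.33e-05 adjusted for 13 correlations). Without siCFI-68 and siCFI-25 r is 0.93. It is 0.99, 1.00 and 0.99 within batches 1, 3 and 4, of 6, 6 and 7 libraries (exact p = 0.00139, 0.00139 and 0.000397). Both values come from the reads of the same library, and libraries of a batch share a control, so these p-values may be too small.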

The region between two regulated pAs is called alternative UTR (aUTR; illustrated in Fig 2A). We found that when there was global 3’UTR lengthening, the lengthened aUTRs were generally longer than the shortened ones, and vice versa (S3 Fig). Consistently, there was a good correlation between log2(Le/Sh) and median aUTR size difference between lengthened and shortened 3’UTRs (R^2^ = 0.57, excluding siPABPN1, Fig 2F; note that siCFI-68 and siCFI-25 were not used for this analysis because of their negative infinite log2(Le/Sh) values). 

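In several lengthening knockdowns the lengthened genes had the longer alternative regions. Genes lengthened by siFip1 had a median aUTR of 1081 nt against 234 nt for those it shortened, the library labelled siPcf11 886 against 571 nt, and siCPSF-160 1073 against 418 nt. Several shortening knockdowns did the reverse: siCstF-64τ lengthened genes of 319 nt and shortened genes of 1054 nt, siPABPC1 330 and 900 nt, siCFI-25 344 and 1002 nt and siCFI-68 529 and 1021 nt. Others ran against this: siCstF-50, with a log2(Le/Sh) of 0.46, had 425 against 672 nt, and 8 knockdowns with a log2(Le/Sh) below 0 lengthened genes of the longer aUTRs. These are siCPSF-73 (1231 against 347 nt), siPABPN1 (813 against 473), siWDR33 (813 against 570), siCFI-59 (732 against 449), siCPSF-100 (737 against 459), siSF3b155 (939.5 against 797), siCPSF-30 (693 against 616) and siCstF-64 (731 against 660). Over 26 libraries the size difference followed log2(Le/Sh) with Pearson r 0.72 and Spearman rho 0.74 (permutation p = 4e-05 for each, 0.00013 adjusted for 13 correlations) and a squared r of 0.513. Without the farthest libraries, siPABPC1 and the library labelled siPcf11, r stays at 0.71. In batch 4 alone r is 0.74 (exact p = 0.0591) and falls to 0.12 without siCstF-64τ and siClp1.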

The 3’UTR regulation in C2C12 differentiation also followed this trend (Fig 2F). However, the siPABPN1 sample was a notable exception, in which shortened aUTRs were generally shorter than lengthened ones despite a global trend of 3’UTR shortening (Fig 2F and S3 Fig). This result indicates that change of 3’UTR size is generally coupled with the extent of 3’UTR-APA regulation, and the APA regulatory mechanism by PABPN1 is distinct from that of other factors.

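Genes shortened in siPABPN1 had a median aUTR of 473 nt and genes lengthened 813 nt. Psma1, a core subunit of the proteasome, Xpot, the exporter of tRNAs, and Fhl1, a LIM protein of muscle, were among the genes moved to the proximal pA, by -3.94, -3.85 and -4.86 in log2. With siPABPN1 put back, the correlation of log2(Le/Sh) with the size difference over 27 libraries drops to Pearson r 0.59 and Spearman rho 0.63 (permutation p = 0.0012 for r, 0.00201 adjusted), and within its own batch 3 r is 0.16 (exact p = 0.733).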

### Regulation of CDS-APA

We next examined CDS-APA events, as defined by their pA location in introns or exons upstream of the 3’-most exon (illustrated in Fig 3A). Using GAAP, we found that KDs of several splicing factors, such as by siU1-70K and siSF3b155, as well as inhibition of U1 by U1D (8hr and 24 hr), led to substantial changes of the CDS-APA pattern (Fig 3B). By contrast, siU2AF65 resulted in much fewer regulated events. 

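Single genes of translation, transcription and the cytoskeleton gained transcripts that end upstream of the last exon. Set against mU1D over both times, U1D raised upstream ends of Iars, an aminoacyl-tRNA synthetase, by 10.07 in log2 (SE 1.94, adjusted p 0.000204 by edgeR). Polr1b and Crcp, subunits of RNA polymerases I and III, rose by 9.79 and 9.56 (SE 2.16 and 2.19), the spliceosome gene Ik by 9.18 (SE 1.96), Actn1, an actin crosslinker, by 8.50 (SE 1.97), and the mitotic activator Cdc20 by 8.35 (SE 2.11). Fitted values are large because the controls had almost no upstream reads. The per-time ratios of Iars, with 1 read added, were 6.55 at 8 h and 7.58 at 24 h. In all 26 of 3940 genes were called and all 26 rose. DESeq2 called 8, and 408 passed at an unadjusted p under 0.05. Leaving out the 8 h mU1D library gives 4 genes, leaving out the 24 h mU1D library 5, and leaving out the 24 h U1D library 48. With U1D and mU1D paired by time 61 genes rose and 0 fell. Rpl38 had the largest value, 12.30, but reads from near-identical copies make it uncertain. Of the lists, actomyosin had 2 higher of 19 (4 adjusted over the list alone), cell cycle 1 of 13 (2) and the integrated stress response 0 of 3 (1). GAAP gave 622 ± 17.1 genes with more upstream use and 0 with less at 8 h, 494 ± 17.9 and 20.6 ± 9.86 at 24 h, 406 ± 9.91 and 39.3 ± 11.3 for siSF3b155, and 234 ± 11.3 and 16.65 ± 5.83 for siU1-70K. Against 7 siCtrl libraries edgeR called 393 higher and 9 lower for siSF3b155 and 12 higher for siU1-70K (22 with the sets of control batches as a block).

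**Figure D3:**
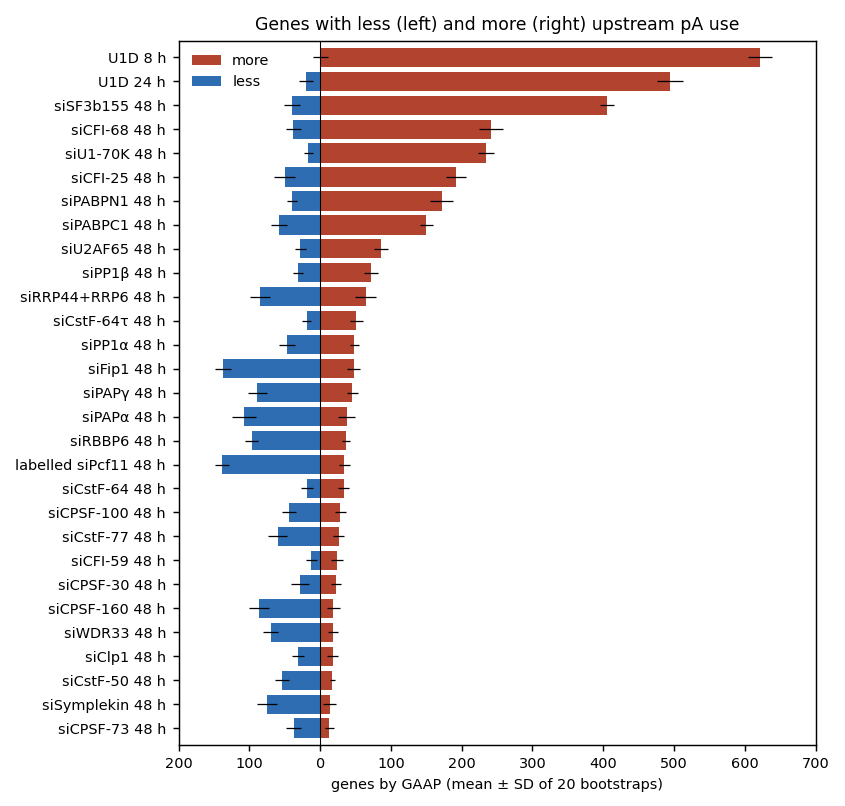
Genes with less and with more use of pAs upstream of the 3'-most exon by GAAP, means of 20 draws with their SD, for U1D and each 48 h knockdown.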

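Knockdown of U2AF65, which recognises the 3' splice site, left 86.2 ± 9.85 genes with more and 28.3 ± 7.6 with less upstream pA use, a log2 ratio of 1.61. The same ratio was 3.37 for SF3b155, 3.81 for U1-70K and 4.58 for U1D at 24 h. U2af2 had a log2 ratio of -1.58 to its batch control in this library, Sf3b1 -2.66 and Snrnp70 -1.91 in theirs.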

All splicing factor KD samples showed overall upregulation of CDS-APA isoforms, as indicated by their log2(UP/DN) values (UP, number of genes with upregulated CDS-APA isoforms; DN, number of genes with downregulated CDS-APA isoforms)(Fig 3B). Notably, the upregulated CDS-APA isoforms were generally expressed at low levels in control cells (relative abundance <10%, S4 Fig). Taken together, these results indicate that C/P in regions upstream of the 3’-most exon is generally inhibited by splicing and this mechanism is in effect under normal conditions.

**Fig 3:**
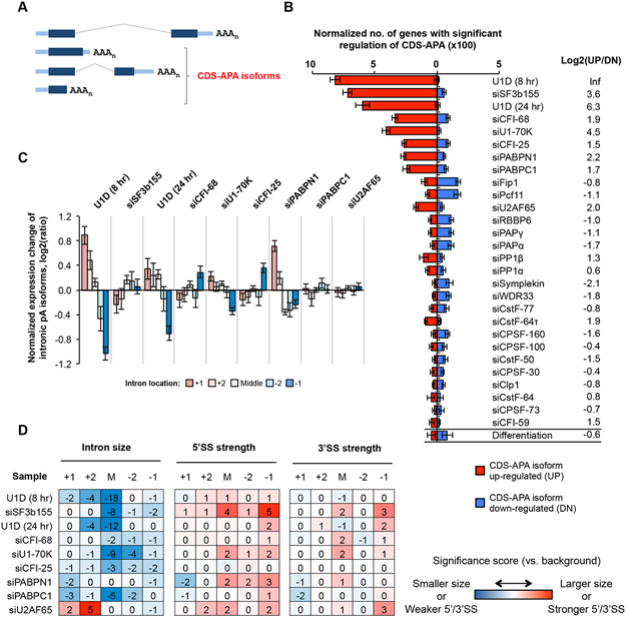
CDS-APA. **(A)** Schematic of CDS-APA. **(B)** Normalized number of genes with regulated CDS-APA as examined by GAAP. Red and blue bars represent genes with upregulated CDS-APA isoforms (UP) and downregulated isoforms (DN), respectively. All CDS-APA isoforms were combined and compared to all 3’-most exon isoforms combined by SAAP. Q-value < 0.05 (SAAP) was used to select genes with significant CDS-APA regulation. Error bars are standard deviation based on 20 times of bootstrapping. Samples are sorted by the total number of genes with CDS-APA changes. Data for C2C12 differentiation are shown at the bottom for comparison. Log2(UP/DN) is log2(ratio) of the number of UP genes to the number of DN genes. **(C)** Normalized expression changes of intronic pA isoforms in several samples. Introns were divided into first (+1), second (+2), last (-1), and second to last (-2), and middle (between +2 and -2 introns) groups. Only genes with ≥4 introns and only pA isoforms with ≥10 PASS reads in two comparing samples combined were analyzed. Expression changes are log2(ratio) of PASS reads in test sample vs. control sample. Values for five intron groups were normalized by mean-centering to reveal bias of intron location. Error bars are standard error of mean. **(D)** Features of introns containing pAs of upregulated isoforms, including intron size, and 5’ and 3’ splice site (SS) strengths. Numbers are significance score (SS), which was calculated by –log_10_(*P*)*S, where *P* was based on the Wilcoxon rank sum test comparing an intron set of interest with a background set, and S = 1 when the intron set of interest had a larger median value (intron size, 5’SS strength or 3’SS strength) than the background set or -1 otherwise. The background set was derived from introns that contained detectable pA isoform expression in control samples. Introns were divided into five groups based on location, as in (C). The SS data are colored according to the color scheme shown in the graph.

KDs of several C/P factors also led to regulation of many CDS-APA events, including siCFI-25, siCFI-68, siPABPN1, siPABPC1, siFip1 and siPcf11 (Fig 3B). While siCFI-25, siCFI-68, siPABPN1, and siPABPC1 resulted in overall upregulation of CDS-APA isoforms, siFip1 and siPcf11 samples showed the opposite trend. This difference between these two sets of KD samples mirrors that for 3’UTR-APA regulation (Fig 2), implying that regulations of CDS-APA and 3’UTR-APA events by these factors are mechanistically related.

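In siCFI-68 transcripts of Pja2, a ubiquitin ligase, and of Hnrnpk, an RNA-binding protein, ended upstream more often, by 5.82 and 6.43 in log2, and those of Prdm2, a histone methyltransferase, and Clint1, which acts in vesicle coating, less often, by -4.41 and -4.34. siPABPN1 had more upstream ends in the lysosomal gene Ppt1 (5.18), in Pkd1, the gene of polycystin-1 (4.94), and in the transcription factor gene Creb1 (5.27), and fewer in Papola, the poly(A) polymerase gene (-4.20). In siPABPC1 the histocompatibility gene H2-D1 gave 4.38. siFip1 lowered upstream ends of Mvk, an enzyme of cholesterol synthesis, and of Serpinf1, which restrains vessel growth, to -4.72 and -4.70, and the library labelled siPcf11 those of Loxl1, which crosslinks elastin, to -5.03. Htra2, a mitochondrial protease, went up in both, by 4.18 and 7.41. GAAP gave more and less upstream use in 242 ± 17.1 and 38 ± 10.4 genes for siCFI-68, 192 ± 14 and 50.1 ± 15 for siCFI-25, 172 ± 16.3 and 39.8 ± 7.45 for siPABPN1, and 150.1 ± 9.67 and 58.0 ± 11 for siPABPC1. For siFip1 it gave 47.2 ± 8.85 and 137 ± 11.5, and for the library labelled siPcf11 33.7 ± 7.85 and 138 ± 9.99. At 32 h siPABPC1 leaned the other way, with a log2 ratio of more to less of -0.34 in nuclear and -0.58 in total RNA against 1.37 at 48 h. For siCFI-68 it was 1.34 and 1.61, for siPABPN1 1.59 and 1.54 and for siFip1 -2.62 and -3.67. The gene values are ratios of 1 library to its batch control with 1 read added to each side.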

Most pAs of CDS-APA isoforms were located in introns (>90%, S4 Fig). 

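Introns held 90.1% of all listed pAs upstream of the 3'-most exon, regulated or not, while S4 Fig covers regulated isoforms. By reads the share was 86.2% in the siCtrl libraries of 48 h.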

We next asked whether introns containing regulated APA events had special features. Focusing on KD samples with substantial regulations, we analyzed expression changes of the isoforms using pAs in the first (+1), second (+2), second to last (-2), last (-1), or middle (M, not the first two or last two) introns. We found that, in U1D (8 hr), U1D (24 hr), siU1-70K and siPABPN1 samples, APA isoforms using pAs in 5’ end introns tended to be relatively upregulated compared to those in 3’ end introns (Fig 3C). By contrast, isoforms using pAs in the last intron tended to be upregulated in siCFI-68 and siCFI-25 samples (Fig 3C). On the other hand, no obvious location bias could be discerned for upregulated intronic APA isoforms in the siSF3b155, siPABPC1, or siU2AF65 samples (Fig 3C), nor for downregulated intronic APA isoforms in siFip1 or siPcf11 samples (S5 Fig).

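In genes with several intronic pAs, U1D favoured the one nearest the 5' end, except at 24 h with pAs at least 10 kb apart. The 5'-most minus the 3'-most intronic pA gave 0.60 ± 0.200 in log2 at 8 h (SE over 112 genes) and 0.68 ± 0.243 at 24 h (83 genes). siPABPN1 gave 0.33 ± 0.163 (143 genes) and siU1-70K 0.21 ± 0.117 (242 genes). Pairs of siCtrl libraries ran from -0.36 to 0.50 with an SD of 0.21, so the last values lie inside that range. At 20 or more PASS reads the values were 0.46 at 8 h, 0.60 at 24 h, 0.67 for siPABPN1 and 0.29 for siU1-70K, where control pairs ran from -0.36 to 0.41 and only siU1-70K lies inside. With pAs at least 10 kb apart the value at 24 h became -0.044, at 8 h 0.93, for siPABPN1 0.22 and for siU1-70K 0.40, and only the 8 h value lies outside the control range of -0.36 to 0.53. Here pAs are ranked along the gene, and intron numbers and splice sites were not analysed here.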

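On the order of pAs along genes, siCFI-68 and siCFI-25 favoured the 5'-most intronic pA over the 3'-most, by 0.87 ± 0.185 (116 genes) and 0.54 ± 0.173 (147 genes) in log2. With pAs at least 10 kb apart these fell to 0.39 and 0.053, inside the control range of -0.36 to 0.53. At that distance siCFI-68 at 32 h leaned to the 3'-most in nuclear and in total RNA. siFip1 and the library labelled siPcf11 leaned to the 3'-most, at -0.50 and -0.35. At 20 or more PASS reads the 4 values were 1.49, 0.99, -0.12 and -0.60, in the order named. Only that of siFip1 lies inside the control range of -0.36 to 0.41. Where there is more than one, the 3'-most intronic pA need not lie in the last intron.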

We found that the middle introns (not the first two or last two introns) that contained pAs of upregulated isoforms by U1 inhibition or siSF3b155 tended to be much smaller than other middle introns (*P* = 1x10^-8^-10^-18^, Wilcoxon test, Fig 3D). In addition, the middle and last introns containing pAs upregulated by siSF3b155 tended to have stronger 5’SS (*P* = 1x10^-4^ and 1x10^-5^, respectively) than their respective control introns (Fig 3D). Because intron size and 5’SS strength are relevant to splicing kinetics, these results indicate that splicing activity has a substantial influence on C/P in introns. By contrast, 3’SS in general did not appear to play a major role in intronic C/P in the samples analyzed in this study, except for some modest significance for the last introns containing upregulated pAs by siSF3b155 and siU2AF65 (Fig 3D). No significant intron features could be identified for intronic APA isoforms downregulated by siFip1 or siPcf11 (S5 Fig), suggesting that the primary mechanism for their regulation is through modulation of C/P activity.

### Regulation of C/P events near the TSS

The enrichment of pAs in the 5’ end introns for upregulated isoforms in siPABPN1 and U1D samples prompted us to examine C/P events near the promoter. Since a large fraction of RNAPII promoters in mammalian cells are bidirectional, leading to both sense and antisense transcripts (reviewed in [44, 45] and illustrated in Fig 4A), we examined C/P events in both sense and antisense orientations around the TSS. Consistent with previous reports [37, 38], we found that in our control samples, the pAs of upstream antisense transcripts, termed uaRNAs or PROMPTs, were distributed within 2 kb from the TSS, peaking around -700 nt (Fig 4B). A similar peak was found in the sense direction with a similar mode of distribution (Fig 4B). For simplicity, we called transcripts using pAs within 2 kb from the TSS in the sense direction (excluding those in 3’-most exons or in single exon genes) sense proximal RNAs (spRNAs).

**Fig 4:**
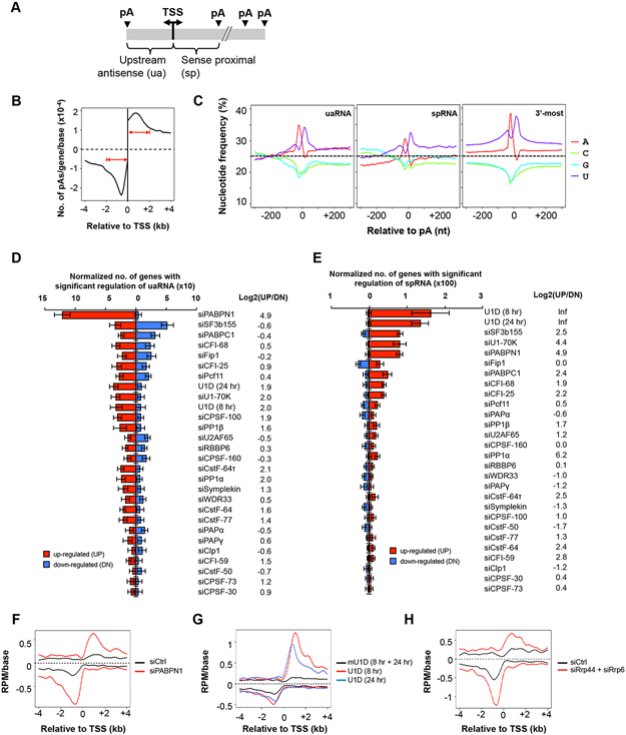
C/P events around the transcriptional start site (TSS). **(A)** Schematic of C/P events around the TSS. uaRNA and spRNA are upstream antisense and sense proximal RNAs, respectively. **(B)** Distribution of uaRNA and spRNA pAs utilized in control C2C12 cells. In this study, we required that the pA of a uaRNA/spRNA was within 2 kb from the TSS, a uaRNA did not overlap with any known protein-coding genes, and the pA of an spRNA was not in the 3’-most exon or in a single-exon gene. **(C)** Nucleotide frequency profiles around pAs of uaRNAs (left) and spRNAs (middle) and around 3’-most pAs (right). Dotted lines indicate the 25% value. **(D)** Normalized number of genes with regulated uaRNA expression. Red and blue bars represent genes with upregulated (UP) and downregulated (DN) uaRNA expression, respectively. Log2(UP/DN) is log2(ratio) of the number of UP genes to the number of DN genes. All uaRNAs were combined and compared by SAAP with all sense strand transcripts whose pAs were beyond 2 kb from the TSS. Q-value < 0.05 (SAAP) was used to select genes with a significant uaRNA expression difference. Error bars are standard deviation based on 20 times of bootstrapping. Samples are sorted by the total number of genes with uaRNA expression change. **(E)** Normalized number of genes with regulated spRNA expression. Red and blue bars represent genes with upregulated (UP) and downregulated (DN) spRNA expression, respectively. All spRNAs were combined and compared to all sense strand transcripts whose pAs were beyond 2 kb from the TSS by SAAP. Q-value < 0.05 (SAAP) was used to select genes with significant spRNA expression difference. Error bars are standard error of mean based on 20 times of bootstrap sampling. Samples are sorted by the total number of genes with spRNA expression changes. Log2(UP/DN) is log2(ratio) of the number of UP genes to the number of DN genes. **(F-H)** Metagene plots of uaRNA and spRNA expression in siPABPN1 (F), U1D (8 hr and 24 hr, G), and siRrp44 + siRrp6 (H) samples. Expression is represented by reads per million (RPM, poly(A) site-supporting reads only) at pA positions.

Nucleotide frequency analysis of the regions around pAs of uaRNAs and spRNAs indicated that they each had distinct nucleotide profiles compared to those of 3’-most pAs (Fig 4C). While similar U-rich and A-rich upstream peaks and a U-rich downstream peak were found for all types of pAs, the upstream regions of both uaRNA and spRNA pAs had a higher GC content, in line with their location close to promoters with CpG islands [46]. In addition, compared to uaRNA and 3’-most exon pAs, spRNA pAs had a lower A-content in surrounding regions (Fig 4C).

We next examined our KD samples with the goal of finding factors involved in expression of uaRNAs or spRNAs. Using isoforms whose pAs were beyond 2 kb from the TSS as a reference, we examined uaRNA and spRNA regulations in the KD samples by GAAP (Fig 4D and 4E). 

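More genes gained antisense transcripts upstream of promoters in siPABPN1 than in U1D or any other 48 h knockdown, though Pabpn1 itself has too few reads to check this knockdown. It had 110.1 ± 9.13 genes with more and 5.65 ± 3.87 with less upstream antisense RNA by GAAP. Among sense transcripts ending near the promoter, 7.45 ± 1.93 genes had more and 0 less, of 143 measured. In a window of 1 kb 0.85 sense genes had more, but that window starts upstream of the gene and cannot test this. By Fisher's exact test 3.65 had more. The upstream antisense total was also lower by that test, as given with the dependence on processing. Against all siCtrl libraries of 48 h edgeR called 7 sense genes of 313, all higher, and 1 antisense gene, higher, with 278 antisense genes at an unadjusted p under 0.05. With the sets of control batches as a block 6 antisense genes were called, all higher. Sense ends were taken within 2 kb downstream of the nearest upstream antisense pA of the gene, since transcription start sites were not used here.

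**Figure D4:**
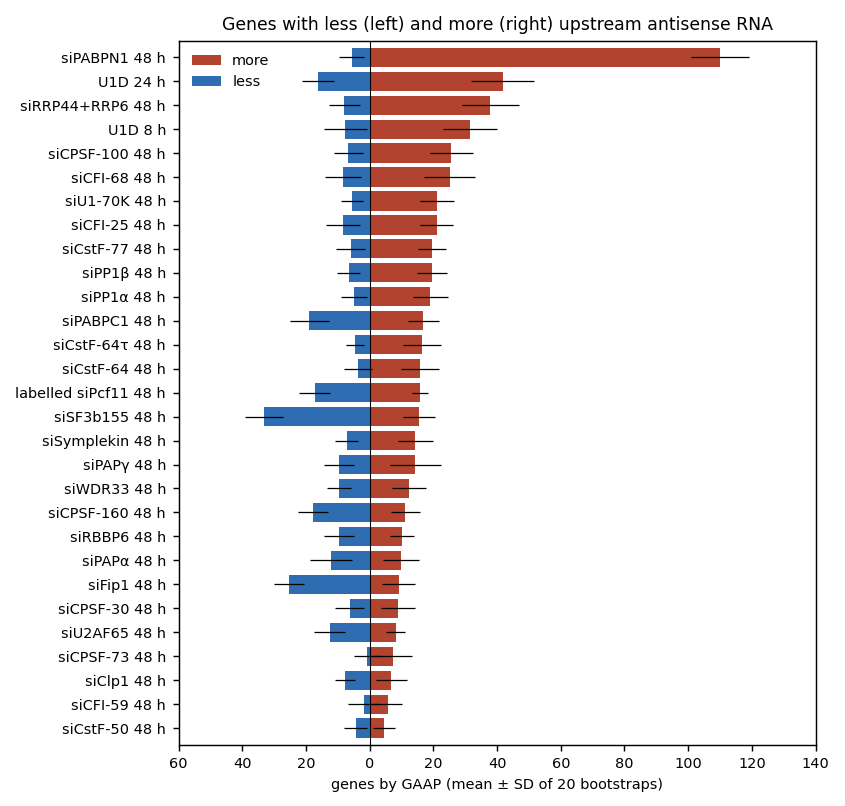
Genes with less and with more upstream antisense RNA by GAAP, means of 20 draws with their SD, for U1D and each 48 h knockdown.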

Significant upregulations of both uaRNA and spRNA were observed with the siPABPN1 sample, with upregulation of uaRNAs being greater than that of spRNAs (Fig 4D and 4E). By contrast, consistent with the findings of Almada et al. [37], regulation by U1 inhibition, such as U1D (8 hr), U1D (24 hr) or siU1-70K, showed the opposite trend, with spRNAs being more significantly upregulated than uaRNAs (Fig 4D and 4E). 

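At 8 h U1D raised short sense transcripts of 11.6 ± 2.37 genes of 142 measured and lowered 0. At 24 h it raised 11.0 ± 4.02 of 161 and lowered 0.6. In a window of 1 kb these sense counts total 0.1 at 8 h and 0.75 at 24 h. That window starts at the closest upstream antisense pA, so it may hold little of the gene and cannot test the counts. By Fisher's exact test the sense counts total 4.7 and 3.45. The antisense totals of U1D and siU1-70K that follow are also far lower by that test. At 8 h the antisense total is then below the sense total, and at 24 h above it. These totals do not compare the strands, because sense RNA was measured in fewer genes, 216 against 1571 in edgeR. Its window was also not set from the start site. Upstream antisense RNA was higher in 31.5 ± 8.36 genes and lower in 7.7 ± 6.8 at 8 h, and higher in 41.7 ± 9.95 and lower in 16.3 ± 4.95 at 24 h. For siU1-70K the counts were 2.1 ± 1.97 higher and 0 lower for sense, of 122 genes (0 in total in a window of 1 kb and 0.35 by Fisher's exact test), and 21.15 ± 5.37 and 5.6 ± 3.39 for antisense. With U1D over both times against mU1D, edgeR and DESeq2 called 0 of 1571 genes for antisense and 0 of 216 for sense RNA. At an unadjusted p under 0.05 edgeR had 8 and 3.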

The siSF3b155 sample also showed significant regulation of uaRNAs, but the number of upregulated events was similar to that of downregulated ones (Fig 4D). In contrast, spRNAs were generally upregulated by siSF3b155 (Fig 4E). 

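Loss of SF3b155 left 15.6 ± 5.04 genes with more and 33.1 ± 6.01 with less upstream antisense RNA. Sense transcripts near promoters were higher in 1.95 ± 1.47 genes and lower in 0.15, of 124 measured. In a window of 1 kb, which starts upstream of the gene and cannot test the count, the sense total was 0.3. By Fisher's exact test it was 1. The upstream antisense total was also lower by that test, as given with the dependence on processing. Against the 7 siCtrl libraries edgeR called 5 genes higher and 0 lower for sense RNA, and 7 higher and 1 lower for antisense RNA.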

The difference between siPABPN1 and U1 inhibition in regulating spRNAs and uaRNAs can also be seen with the isoform expression profiles around the TSS (Fig 4F and 4G).

While upregulation of spRNAs by U1 inhibition may be related to the role of U1 in suppressing C/P near the TSS [37], the regulation of spRNAs and uaRNAs by PABPN1 is completely not clear. Studies have shown that the nuclear exosome is involved in degrading uaRNAs [38] and PABPN1 is involved in stability of nuclear RNAs [47, 48]. We thus asked whether the regulation of uaRNA and spRNA expression by PABPN1 was related to exosome-mediated RNA decay. To this end, we knocked down Rrp44 and Rrp6 together by siRNAs, two nucleases associated with the exosome, followed by 3’READS. 

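In the library labelled as a knockdown of the exosome nucleases Rrp44 and Rrp6, 37.9 ± 8.98 genes had more and 8 ± 4.8 less upstream antisense RNA. Short sense RNA was higher in 2.45 ± 1.85 genes and lower in 0, of 141 measured. In a window of 1 kb, which starts upstream of the gene and cannot test the count, the short sense total was 0.5. By Fisher's exact test it was 1. The upstream antisense total was also far lower by that test, as given with the dependence on processing. Reads of the nuclease genes themselves were close to the batch control: Dis3, for Rrp44, had 106 against 99 and Exosc10, for Rrp6, 15 against 18. Relative to library size these are -0.08 and -0.43 in log2. Such reads do not clearly show the knockdown, so its factors rest on the label and the paper.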

As expected, their KD led to higher abundance of uaRNAs and spRNAs, presumably through stabilization of these transcripts (Fig 4H). Importantly, the uaRNA and spRNA profiles in the siRrp44 + siRrp6 sample resembled those of siPABPN1, suggesting a functional connection between PABPN1 and the exosome in regulating uaRNAs and spRNAs.

### Detailed study of five C/P factors

Since 3’UTR-APA had much greater regulations than CDS-APA or expression of uaRNAs or spRNAs, as indicated by the number of genes with significant APA changes in KD samples (GAAP analysis results in Figs 2, 3 and 4), we wanted to further examine how different factors regulate 3’UTR-APA. While our GAAP analysis based on random sampling of genes enabled comparison of global APA patterns across samples, this approach is not suitable for comparing individual pA usage across samples due to the batch effect. We therefore repeated KDs of several key C/P factors in one batch, which showed substantial APA regulations in our initial study, including CFI-68, PABPN1, PABPC1, Fip1 and Pcf11. We did not include CFI-25 because the APA profile of its KD was highly similar to that of siCFI-68 (S6 Fig). 

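Of 3534 genes measured in both libraries, 1660 shortened with siCFI-25 and 1680 with siCFI-68, and 1375 did so with both. If the knockdowns acted independently 789 would be shared. Of 1417 genes called in both, 1411 moved in the same direction. The shifts correlate with Pearson r 0.85, but both libraries are compared with the same siCtrl library, which alone gives r 0.50 by the spread between control batches or 0.54 by counting noise. The covariance is 2.88 against 0.66 and 0.30 in those simulations. Because there is 1 control library, part of the excess may come from it.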

To mitigate indirect effects and the influence of mRNA decay in cytoplasm, we harvested cells 32 hr after siRNA transfection and extracted both total and nuclear RNAs for 3’READS analysis (Fig 5A). 

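The 32 h set holds nuclear and total RNA libraries of siCtrl and of knockdowns of CFI-68, PABPN1, PABPC1, Fip1 and Pcf11, 1 of each. The library labels give total RNA as the molecule of the nuclear libraries as well. The source name of the total RNA siCtrl library gives the nuclear batch. Fractions were taken from the paper and the library titles. Nuclear libraries have 1814785 to 2659489 PASS reads (median 2154885) and total libraries 1501281 to 2117306. Cpsf6 reads were 52 against 185 in nuclear and 27 against 145 in total RNA, and Fip1l1 reads 29 against 107 and 16 against 102. Pabpn1 had 10 against 8 and 9 against 6 reads, and Pabpc1 2 against 4 and 0 against 10, too few to judge. Pcf11 had 233 against 183 and 46 against 75, log2 ratios of -0.08 and -0.68. Its pAs upstream of the 3'-most exon had fewer reads in both libraries labelled siPcf11, 17 against 42 in nuclear and 9 against 29 in total RNA (Fisher's exact test against the 3'-most exon, p = 7.63e-06 and 0.0428, which cover counting error only, with 1 library against 1). The 3'-most exon had 216 against 141 and 37 against 46. In edgeR on 3 matched pairs, 48 h included, the upstream change relative to the 3'-most exon was -1.46 (SE 0.98, adjusted p 0.81). Upstream antisense pAs are nearly empty in these libraries, so antisense RNA at 32 h was not analysed here.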

Western Blot analysis indicated that the KD efficiencies in these samples were >60% at the time of cell harvest (Fig 5B).

**Fig 5:**
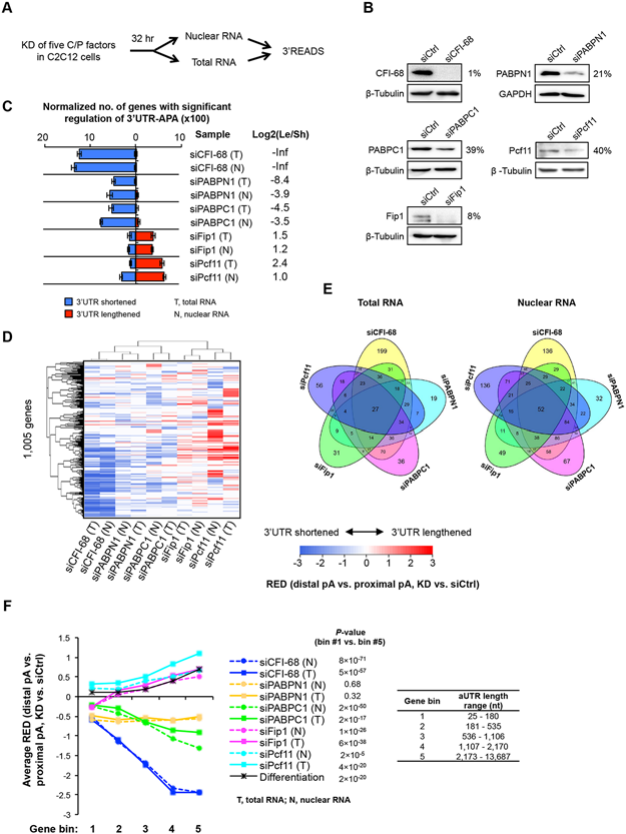
Detailed analysis of five C/P factors. **(A)** Schematic of the experimental design. Proliferating C2C12 cells were harvested 32 hr after knockdown (KD), and both total and nuclear RNAs were extracted for 3’READS analysis. **(B)** Western Blot analysis of protein expression after 32 hr of KD. The percent of expression in KD cells compared to siCtrl cells for each KD is indicated. **(C)** Normalized number of genes with regulated 3’UTR-APA in each sample as examined by GAAP. See Fig 2D for details of the plot. Both total and nuclear RNA data are shown. **(D)** Cluster analysis of 3’UTR-APA regulation by the five factors. RED scores using the top two most abundant APA isoforms (based on the number of poly(A) site-supporting reads in all samples) of each gene were used for this analysis. Only pA isoforms with read number ≥5 in all samples were used. A RED score is difference in relative expression of distal pA isoform vs. proximal pA isoform between KD and siCtrl cells, as illustrated in Fig 2A. RED scores are represented in a heatmap using the color scheme shown in the graph. Positive and negative RED scores indicate lengthened and shortened 3’UTRs, respectively. RED scores for APA events were set to 0 when q-value > 0.05 (SAAP). Pearson correlation was used as metric for hierarchical clustering. **(E)** Venn diagrams comparing genes with significant 3’UTR-APA regulations by the five factors using total RNA (left) or nuclear RNA (right) data. **(F)** Relationship between extent of 3’UTR-APA regulation and aUTR size. Genes were divided into five bins based on the aUTR size (distance between the pAs of top two most abundant APA isoforms). The aUTR size range for each bin is shown in the graph. The extent of 3’UTR-APA regulation is represented by average RED scores, based on the data shown in (D). Only genes with ≥20 PASS reads (proximal and distal pAs combined) in both KD and siCtrl samples were used for RED calculation. RED scores of genes in bin #1 were compared with those in bin #5 by the Wilcoxon rank sum test for each sample, and p-values are shown.

We found that using total or nuclear RNAs from 32 hr KD samples gave rise to similar results to using total RNAs from 48 hr KD samples (Fig 5C), with siCFI-68, siPABPN1, and siPABPC1 leading to 3’UTR shortening and siPcf11 and siFip1 causing 3’UTR lengthening. This result indicates that our initial observations were not obstructed, at least not substantially, by indirect effects (which could be introduced over time), or by mRNA decay in cytoplasm (which could lead to different APA profiles between nuclear and total RNAs). This notion was further confirmed by detailed comparisons of total RNAs from 32 hr vs. 48 hr KD samples (S7 Fig) and total vs. nuclear RNAs from 32 hr KD samples (S8 Fig), which showed significant correlations of APA changes of genes. Moreover, gene expression changes were largely uncoupled from 3’UTR changes using both nuclear or total RNAs (S9 Fig), indicating that APA isoforms are not likely to differ in mRNA stability in general. However, a mild difference in gene expression could be discerned between genes with shortened and lengthened 3’UTRs in the siPcf11 sample (S9 Fig), suggesting a potential role of Pcf11 in post-transcriptional regulation of gene expression. This will be explored in the future.

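After loss of CFI-68, in edgeR on 3 matched pairs (48 h, 32 h nuclear and 32 h total, each with its own siCtrl library) 1895 of 5664 genes shortened and 34 lengthened. Nuclear and total RNA of 32 h may come from the same transfection. The 3 pairs are then not fully independent, and p-values and counts from them may be too favourable. Xrn1, the main cytoplasmic exonuclease from the 5' end, fell by 10.07 in log2 (SE 0.96, adjusted p 9.96e-24), Galnt7, which starts sugar chains on proteins, fell by 9.36 (SE 1.13), and the fibronectin-like gene Fndc3b fell by 8.23 (SE 0.57, adjusted p 2.74e-44). In TGF-beta signalling Skil, a repressor, moved to its proximal pA by 9.35 (SE 1.39). The receptor gene Tgfbr2 did so by 6.07 (SE 0.70) and Smad4 by 4.77. Tial1, Srsf7 and Srsf1 changed by -4.73, -4.5 and -4.15. Smcr8, an autophagy regulator, moved to its distal pA by 3.74 (SE 0.57). Esyt2, which tethers the ER to the plasma membrane, did so by 2.92 (SE 0.44). Fitted values can exceed the ratio of a single pair, to which 1 read is added.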

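Against 34 lengthened and 1895 shortened of 5664 genes overall after loss of CFI-68, vesicle transport genes had 1 and 18 of 36. RNA-binding SR and hnRNP genes had 0 and 14 of 23, actomyosin 1 and 12 of 31, ubiquitin conjugation 0 and 9 of 15 (10 shortened when adjusted over the list alone), cell cycle 0 and 9 of 19 (11), TGF-beta and BMP signalling 0 and 8 of 19, and genes of CFI studies 0 and 5 of 9 (8). Among C/P factors 5 of 15 shortened, including Cstf2 (-5.13) and Cpsf2 (-3.12), and so did 4 of 8 genes of the integrated stress response, 3 of 9 p53 targets, 3 of 8 reference genes, 1 of 5 myoblast and reserve cell genes, 1 of 3 nuclear noncoding RNAs, 1 of 6 histones and Runx2, the 1 gene of other cell types. None changed among 3 splicing factors, 1 exosome nuclease, 2 muscle differentiation genes, 4 interferon response genes and 3 snoRNA host genes. Unless given, the count adjusted over the list alone was the same.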

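The other knockdowns called fewer genes. siPABPN1 lengthened 8 and shortened 217 of 5673, among them the RNA-binding gene Srsf2 (-2.33, SE 0.39, adjusted p 1.41e-05). siPABPC1 lengthened 3 and shortened 161 of 6227, among them Myh9, a nonmuscle myosin (-2.39, SE 0.44), and Pbrm1, a chromatin remodeller (-5.69, SE 1.50). siFip1 lengthened 181 and shortened 53 of 5743, such as Afg3l2, a mitochondrial protease (4.16, SE 0.82), and Cnot8, a deadenylase (-4.58, SE 0.76). The libraries labelled siPcf11 lengthened 158 and shortened 9 of 6031, such as Egln2, an oxygen-sensing hydroxylase (6.4, SE 1.56), Ube2e3 (3.83, SE 0.86) and Mapk8, a stress kinase (-3.16, SE 0.82). Rps2, Rpl41 and Rpl7a had larger values, 9.22, 9.11 and 8.14, but have near-identical copies and are uncertain. Actomyosin genes had 0 lengthened and 7 shortened of 30 in siPABPN1 (8 shortened over the list alone) and 0 and 4 of 31 in siPABPC1. They had 4 and 2 of 31 in siFip1 (5 lengthened over the list alone) and 3 and 0 of 30 in the libraries labelled siPcf11. Leaving out 1 pair moves these counts. Without the 32 h nuclear pair siPABPN1 has 22 genes and siFip1 51, and without the 32 h total pair siPABPC1 has 11 and the libraries labelled siPcf11 17. For siCFI-68 every pair left out keeps at least 1481. Without matching pairs edgeR called 0 genes for each factor, with 946 at an unadjusted p under 0.05 for siCFI-68.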

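By GAAP at 32 h siCFI-68 lengthened and shortened 13.8 and 1409.5 genes in nuclear RNA and 18.4 and 1283 in total RNA, log2 ratios of -6.67 and -6.12. siPABPN1 gave 59.8 and 629.7 (-3.40) and 13.3 and 497 (-5.22), and siPABPC1 73.7 and 781 (-3.41) and 67.3 and 606 (-3.17). siFip1 gave 379.9 and 189 (1.01) and 388 and 137 (1.50), and the libraries labelled siPcf11 609 and 298 (1.03) and 581 and 124 (2.23).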

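Across times and fractions the correlation of shifts is higher for CFI-68 than for the other factors. Among genes called in a pair of libraries of one factor, 99.5% to 99.9% moved in the same direction for CFI-68, where the share of each direction alone gives 95.9% to 97.9%. The same figures were 81.9% to 95.5% against 77.7% to 85.5% for PABPN1, 73.4% to 92.0% against 73.5% to 84.9% for PABPC1, 85.2% to 98.6% against 56.9% to 59.7% for Fip1, and 69.8% to 90.1% against 57.2% to 70.4% for the libraries labelled siPcf11. For siPABPC1 at 48 h and in 32 h nuclear RNA the 73.4% is no more than the 73.5% that direction alone gives. Between 48 h and 32 h total RNA the shifts correlated with Pearson r 0.76, 0.22, 0.22, 0.35 and 0.41 in that order, and between nuclear and total RNA with r 0.75, 0.30, 0.27, 0.41 and 0.31. siPABPC1 at 48 h against 32 h nuclear RNA gave 0.02. S1 Table gives the 48 h knockdowns of PABPN1, PABPC1 and Pcf11 a single siRNA and the 32 h ones a mixture, so for these factors the siRNA changes along with time and batch. Genes with shifts that hold in all 3 pairs include Ppp1r12a in siCFI-68 (-6.61, -9.04 and -7.88 at 48 h, in nuclear and in total RNA), Psma1 in siPABPN1 (-3.94, -3.56 and -3.75) and Cnot8 in siFip1 (-3.54, -3.42 and -4.33).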

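Median expression changes of shortened genes were small. The median log2 change in expression over 3 matched pairs was 0.11 for the shortened genes of siCFI-68 and -0.05 for 3735 genes not called, 0.08 and -0.01 for siPABPN1, and 0.19 and 0 for siPABPC1. Genes lengthened by siFip1 had 0.07 and the 53 it shortened 0.26. Of the shortened genes 472 of 1895 changed in expression in siCFI-68, against 377 of 3735 not called, 10 of 217 against 32 of 5448 in siPABPN1, and 32 of 161 against 800 of 6061 in siPABPC1 and 1 of 53 against 126 of 5509 in siFip1. The shares were not tested against each other. The groups were not matched for reads. Single genes went far: Fndc3b, shortened by siCFI-68, rose by 3.58 (SE 0.48, adjusted p 0.000791 by edgeR) and Cpsf2 fell by 3.40 (SE 0.30). With siCFI-68 635 genes rose and 524 fell of 9240. Of the RNA-binding SR and hnRNP genes 1 rose and 8 fell of 29 (5 and 12 adjusted over the list alone), led by Hnrnpk (-2.55), while vesicle transport had 8 higher and 1 lower of 42 (10 and 3). Leaving out the 32 h total pair takes the siCFI-68 total to 382 and leaving out the 48 h pair to 2431.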

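In the libraries labelled siPcf11 the genes with lengthened 3'UTRs had a median expression change of 0.18, the 9 shortened genes -0.76 and the 5864 others 0.04. Of 158 lengthened genes 30 changed in expression, of the 9 shortened 2 and of the others 733. In all 419 genes rose and 659 fell of 9154, among them Cdkn3, a phosphatase of the cell cycle, by -3.72 (SE 0.58), and Timp2 by -1.25. Without the 32 h total pair the total is 153 and without the nuclear pair 1420. From a mild difference in expression the paper proposes a potential role of Pcf11 after transcription, and leaves it to future work.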

Because the five factor KD samples were processed in the same batch, we directly compared their APA profiles. Using RED scores based on the top two most abundant 3’UTR isoforms of each gene, we performed cluster analysis (Fig 5D). We found that total and nuclear RNA data were clustered together for all KD samples, consistent with the notion that cytoplasmic mRNA decay did not substantially alter APA profiles in our samples. In addition, samples involving global 3’UTR shortening, i.e., siCFI-68, siPABPN1 and siPABPC1 samples, were separated from those involving global lengthening, i.e., siPcf11 and siFip1 samples, suggesting that some common sets of pAs were regulated by different factors. On the other hand, Venn diagram analysis of APA events regulated by the five factors also indicated that a fraction of pAs were distinctly regulated by these five factors (Fig 5E): Each factor regulated a set of unique APA events and the number of APA events regulated by all five factors was quite small (27 using total RNA data, and 52 using nuclear RNA data, Fig 5E), indicating distinct regulatory mechanisms among the factors.

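siCFI-68 and the PABP knockdowns shorten many of the same genes. In nuclear RNA 494 genes shortened with both siCFI-68 and siPABPN1 (302 if independent), 625 with siCFI-68 and siPABPC1 (380.5 if independent), and 392 with siPABPN1 and siPABPC1 (175 if independent). siFip1 and the library labelled siPcf11 lengthened 170 in common in nuclear RNA (94.8 if independent) and 195 in total RNA (78.3). Each pair of opposite direction exceeded independence as well. In nuclear RNA siPABPN1 shortened 119 genes with siFip1 (51.2 if independent) and 138 with the library labelled siPcf11 (78.8). All 5 knockdowns of a fraction share 1 siCtrl library. Such a control alone gave a covariance of 0.55 in nuclear and 0.50 in total RNA with the spread between control batches, and 0.26 and 0.25 with counting noise. Observed covariances were 0.77 and 0.68 for siCFI-68 with siPABPN1, 0.81 and 0.73 for siCFI-68 with siPABPC1, 0.54 and 0.40 for siPABPN1 with siPABPC1, and 0.39 and 0.60 for siFip1 with the library labelled siPcf11. Across the directions the 6 pairs ran from 0.13 to 0.47 in nuclear and from 0.23 to 0.42 in total RNA, with siPABPN1 and siFip1 at 0.47 and 0.42, as high as some pairs of one direction. Of the 10 pairs only siCFI-68 with siPABPN1 and with siPABPC1 lay above the covariance by the spread between control batches in both fractions, and siFip1 with the library labelled siPcf11 did in total RNA. Since there is 1 control, part of any excess may come from it.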

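In nuclear RNA 2444 of 3332 genes changed with at least 1 factor and 66 with all 5, and in total RNA 2115 of 2993 and 35. siCFI-68 alone changed 403 and 495 genes, the library labelled siPcf11 alone 263 and 194, siFip1 118 and 89, siPABPC1 96 and 92 and siPABPN1 84 and 72. With edgeR on 3 matched pairs, 2022 of 5087 genes changed with at least 1 factor and 1 with all 5.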

Because of the relevance of aUTR length to APA regulation (Fig 2F), we next examined the extent of APA regulation for genes with different aUTR lengths (Fig 5F). Genes were first divided into five equally sized bins based on their aUTR length (Fig 5F). The extent of APA regulation was represented by the RED score. We found that genes that had longer aUTRs tended to have greater APA regulation than genes with shorter ones in all samples except siPABPN1. This is supported by 1) the trend of RED score across gene bins and 2) the p-values indicating the difference in RED scores between the first and fifth gene bins (with the shortest and longest aUTRs, respectively)(Fig 5F). Intriguingly, this analysis also revealed that in the siFip1 sample, genes with the shortest aUTRs (bin 1) showed 3’UTR shortening in general whereas genes in other bins showed the opposite trend (Fig 5F). This dichotomous APA pattern with respect to aUTR size was not seen with other samples, indicating a unique aUTR size-dependent mechanism of Fip1 in 3’UTR-APA regulation (see below for more analyses).

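Long alternative regions went with large shifts. Between the shortest and the longest of 5 groups of aUTRs the mean log2 shift of siCFI-68 went from -0.46 to -3.04 at 48 h, from -0.39 to -2.45 in nuclear and from -0.36 to -2.41 in total RNA at 32 h. The longest minus the shortest group was -0.60, -1.07 and -0.68 for siPABPC1, and 0.59, 0.51 and 0.72 for the libraries labelled siPcf11. For siPABPN1 it was 0.23, -0.10 and -0.03. siFip1 crossed zero: its shortest group was at -0.12, -0.21 and -0.21 and its longest at 1.04, 0.45 and 0.64. Pairs of siCtrl libraries gave a difference of these groups between -0.25 and 0.39, with an SD of 0.18.

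**Figure D5:**
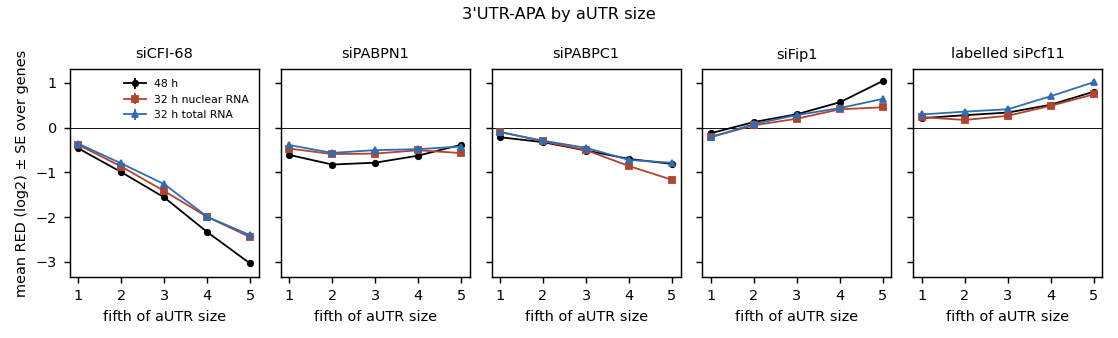
Mean log2 shift of distal over proximal reads in 5 groups of genes from the shortest to the longest aUTR, for 5 factors at 48 h and in nuclear and total RNA at 32 h. Bars give the SE over genes.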

### Cis elements in APA regulation by the five C/P factors

We next asked whether cis elements around the pA contributed to differential APA regulation in different KD samples. Since proximal and distal pAs tend to be surrounded by different cis elements [49], we analyzed these two pA groups separately (illustrated in Fig 6A). For each group, we compared pAs that were regulated in one of the five KD samples with pAs regulated in other samples. As such, the identified cis elements should be specific for the factor under investigation, and should not be caused by pA relative locations. We examined three sub-regions around the pA, namely, -100 to -41 nt, -40 to -1 nt and +1 to +100 nt (the pA was set to position 0), for significantly enriched and depleted K-mers (4-mer or 6-mer, *P* < 0.001, Fisher’s exact test). Fig 6B shows the number of significant 4-mers for each region, reflecting the extent to which cis elements in the region were involved in pA regulation.

**Fig 6:**
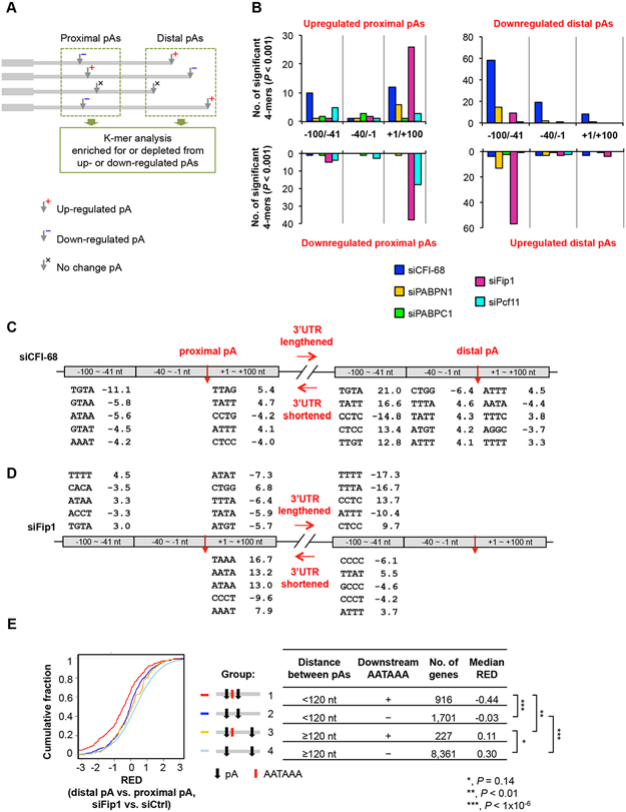
Cis elements associated with regulated pAs. **(A)** Schematic showing the analysis method. As indicated, pAs were divided into proximal and distal pA groups, and pAs of regulated isoforms were compared only with other pAs in the same group. As such, proximal pAs were only compared with proximal pAs and so were distal pAs. pAs of upregulated and downregulated isoforms were analyzed separately. Only data of nuclear RNA samples were used for analysis, because they were expected to have less post-transcriptional effects than total RNA samples. **(B)** Number of 4-mers with significantly biased frequency of occurrence (*P* < 0.001, Fisher’s exact test) near regulated pAs. Regulated pAs were those with q-value < 0.05 (SAAP). Three regions around the pA were analyzed, including -100 to -41 nt, -40 to -1 nt and +1 to +100 nt. Data for all 4-mers and top 6-mers are shown in S5 Table and S6 Table, respectively. **(C)** Significant 4-mers enriched for or depleted from pAs regulated by siCFI-68. Only top five 4-mers for the regions with ≥5 significant 4-mers are shown. Numbers are significance score (SS), which was calculated by –log_10_(*P*)*S, where *P* was based on the Fisher’s exact test and S = 1 for enrichment and -1 for depletion. **(D)** As in (C), significant 4-mers enriched for or depleted from pAs regulated by siFip1. **(E)** Regulation of different types of pAs by siFip1, as shown by Cumulative Distribution Function (CDF) curves of RED scores. Genes were divided into four groups based on i) distance between proximal and distal pAs (<120 nt or ≥120 nt), and 2) whether or not there was AAUAAA within 100 nt downstream of the proximal pA. These groups are also illustrated in the graph. The number of genes and the median RED score of each group are shown in a table. The differences between groups are indicated by p-values (Kolmogorov–Smirnov test).

We found much greater 4-mer biases around pAs regulated by siCFI-68 or siFip1 than those by siPcf11, siPABPC1 or siPABPN1 (Fig 6B and S5 Table). In the siCFI-68 sample, major biases were found in regions surrounding both proximal and distal pAs of genes with shortened 3’UTRs (Fig 6B and 6C), including depletion of TGTA in the -100 to -41 nt region of proximal pAs (significance score (SS) = -11.1; SS = -log10(p-value)*S, where p-value was based on the Fisher’s exact test and S was 1 for enrichment or -1 for depletion) and enrichment of this motif in the same region of distal pAs (SS = 21.0), suggesting that the presence or absence of TGTA in the -100 to -41 nt region is a major reason for APA regulation by CFI-68. This result is consistent with the binding site for CFI complex [24, 43, 50]. Other motifs were also found to be significantly biased in these regions, as well as in the +1 to +100 nt region of proximal pAs, and the -40 to -1 nt and +1 to +100 nt regions of distal pAs, albeit with less significance (Fig 6C).

In the siFip1 sample, both pAs of shortened 3’UTRs and of lengthened 3’UTRs displayed motif biases (Fig 6D). For lengthened 3’UTRs, there was an enrichment of TTTT in the -100 to -41 nt region of proximal pAs, and an depletion of the motif in the same region of distal pAs, suggesting that U-rich elements play a role in APA regulation mediated by Fip1. This result is consistent with the reported U-rich sequence binding for Fip1 [51] and is in good agreement with the binding locations reported by Lackford et al. [31]. Several 4-mers displayed a strong bias in the +1 to +100 nt region of proximal pAs of shortened 3’UTRs, including TAAA, AATA and ATAA. Hexamer analysis indicated that these motifs were derived from AATAAA (S6 Table). This result suggests that Fip1 inhibits usage of pAs with downstream AATAAA. To test this hypothesis further, we specifically examined pAs with or without downstream AATAAA and analyzed the influence of distance between pAs (Fig 6E). We found that, in the siFip1 sample, when the distance between proximal and distal pAs was < 120 nt, proximal pAs with downstream AATAAA within 100 nt (group 1, Fig 6E) tended to be much more used than those without the motif (group 2), as indicated by their RED scores (-0.44 vs. -0.03, *P* < 1x10^-6^, Kolmogorov–Smirnov, or K-S, test,). This trend could also been seen when the distance was > = 120 nt (0.11 vs. 0.30, group 3 vs. group 4, *P* = 0.14). Thus, Fip1 plays a role in selection of adjacent pAs, favoring AATAAA-associated downstream pAs. This result offers an explanation as to why genes with short aUTRs tended to have upregulated proximal pAs in the siFip1 sample (Fig 5F).

Some cis element biases were also found in siPcf11 and siPABPN1 samples, with lower statistical significance (Fig 6B, S5 Table, and S6 Table). For example, TATT and TTAT were enriched for the +1 to +100 nt region of proximal pAs downregulated by siPcf11, and several TA-rich motifs were depleted from the -100 to -41 nt region of downregulated distal pAs but enriched for the same region of upregulated distal pAs in the siPABPN1 sample. Of all samples, siPABPC1 displayed the least cis element bias around regulated pAs, suggesting that its regulation of C/P does not involve specific cis elements.

### Relevance of the APA regulation by the five C/P factors to cell differentiation and development

We next asked whether the regulated APA events by five C/P factors were related to those taking place during C2C12 differentiation [14]. We examined 3’UTR-APA in C2C12 differentiation for genes that showed shortened or lengthened 3’UTRs in different KD samples (32 hr KD, total RNA). 

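Genes that siCFI-68 shortened at 32 h in total RNA had a median shift of 0.27 in differentiation (1702 genes, percentile 97.6 among 10000 random lists matched for expression), against 0.13 (116 genes, percentile 20.4) for those it lengthened. Genes lengthened in the library labelled siPcf11 had 0.34 (835 genes, percentile 99.9) and those shortened 0.14 (248 genes, percentile 13.6). For siFip1 lengthened genes had 0.30 and shortened 0.16, for siPABPN1 0.18 and 0.27, and for siPABPC1 0.31 and 0.27. The lengthened minus the shortened set of siCFI-68 turns with the replicates chosen: -0.25 and -0.11 for like replicate numbers, 0.44 for differentiated replicate 1 against proliferating replicate 2 and -0.96 for the reverse. For the library labelled siPcf11 the same order gives 0.23, 0.14, 0.22 and -0.05. It gives -0.22, 0.12, 0.85 and -0.77 for siFip1, -0.12, -0.03, 0.40 and -0.56 for siPABPN1, and 0.06, 0.06, -0.93 and 0.71 for siPABPC1. With like replicate numbers the sign held for each factor but siFip1. With crossed numbers it turned for each factor. Since deviations of like numbers correlate, crossed numbers mix differentiation with any difference between replicate 1 and replicate 2.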

Using RED scores for differentiated vs. proliferating C2C12 samples, we found that genes regulated by siCFI-68 and siPcf11 showed significant RED differences in C2C12 differentiation (Fig 7A): genes with shortened 3’UTRs in the siCFI-68 sample and those with lengthened 3’UTRs in the siPcf11 sample were more likely to have lengthened 3’UTRs in C2C12 differentiation than genes with the opposite 3’UTR regulation in their respective samples (*P* = 4x10^-3^ and 7x10^-5^, respectively, K-S test).

**Fig 7:**
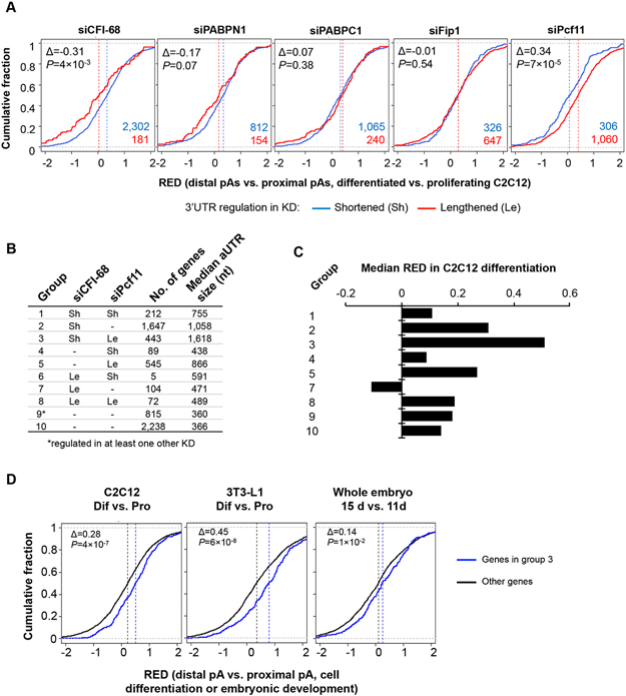
Comparison of APA events regulated by the five C/P factors with those regulated in C2C12 differentiation. **(A)** APA regulation in C2C12 differentiation for genes that showed shortened 3’UTRs (Sh, blue line) or lengthened 3’UTRs (Le, red line) in different knockdown (KD) samples (total RNA only). APA regulation in C2C12 differentiation is represented by Cumulative Distribution Function (CDF) curves of RED scores. Only genes with q-value < 0.1 (SAAP) were used. The numbers of Sh genes and Le genes are shown in blue or red, respectively. The Δ value is difference between the median RED scores of Le and Sh genes. Median RED scores are also indicated by vertical dotted lines. P-values (Kolmogorov–Smirnov test) are shown to indicate RED score difference between Le and Sh genes in C2C12 differentiation. **(B)** Ten groups of genes based on 3’UTR-APA regulation by siCFI-68 and siPcf11 (q-value < 0.1). Group 9 contained genes whose 3’UTRs were regulated by siPABPN1, siPABPC1, or siFip1. Group 10 contains other genes whose 3’UTR-APA isoforms were detectable in C2C12 cells. Le, 3’UTR lengthened; Sh, 3’UTR shortened. Number of genes and median aUTR size are also shown. **(C)** Median RED scores for gene groups shown in (B) in C2C12 differentiation. Group 6 is not included because of a very small number of genes (5) in the group. **(D)** RED scores of group 3 genes were compared with those of genes in other groups in C2C12 differentiation (left), 3T3-L1 differentiation (middle), and embryonic development (15 day vs. 11 day, right). As in (A), difference between the median RED scores of two sets (Δ) and p-value (Kolmogorov–Smirnov test) comparing the two sets are also shown.

Based on APA regulations by siCFI-68 and siPcf11, we next divided genes into 10 groups (Fig 7B and S7 Table) and asked how different sets of genes were regulated in C2C12 differentiation. Genes in group 3, whose 3’UTRs were shortened by siCFI-68 and lengthened by siPcf11 showed greatest 3’UTR lengthening in C2C12 differentiation as indicated by their RED median (Fig 7C). They were followed by group 2 genes, whose 3’UTRs were shortened by siCFI-68 but not regulated by siPcf11, and group 5 genes, whose 3’UTRs were lengthened by siPcf11 but not by regulated by siCFI-68 (Fig 7C). 

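Among groups of genes, those that siCFI-68 shortened and the library labelled siPcf11 lengthened came first in differentiation, with a median shift of 0.35 over 411 genes, percentile 99.5 of random lists. Genes lengthened in both had 0.32 (55 genes, percentile 76.1), genes only the library labelled siPcf11 lengthened 0.31 (369 genes, percentile 94.5), genes it alone shortened 0.31 (67 genes, percentile 76.2), and genes only siCFI-68 shortened 0.28 (1115 genes, percentile 93.7). Genes shortened in both had 0.12 (176 genes) and genes with no call 0.13 (1084). Genes only siCFI-68 lengthened were at 0.00 (56 genes). Groups as listed in S7 Table gave 0.40 (405 genes), 0.30 (1270) and 0.25 (434) for group 3, group 2 and group 5. The median for group 2 went from -0.02 to 0.72 and that for group 3 from 0.14 to 0.78 over the choices of replicates, crossed numbers included.

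**Figure D6:**
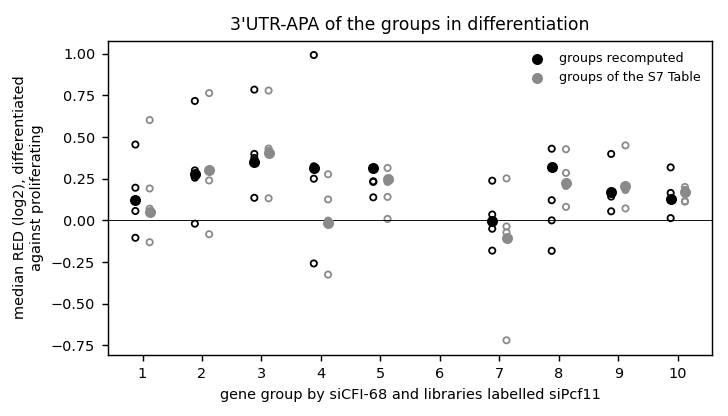
Median log2 shift in differentiation of the gene groups formed from siCFI-68 and the libraries labelled siPcf11, filled for replicates summed and open for each choice of replicates. Black marks recomputed groups and grey the groups of S7 Table.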

Interestingly, genes in groups 3, 2 and 5 had longer aUTRs than genes in other groups, with median size of 1,618, 1,058 and 866 nt, respectively (Fig 7B), highlighting the importance of distance between pAs for APA regulation in C2C12 differentiation. 

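Genes shortened by siCFI-68 and lengthened in the library labelled siPcf11 had a median of 1317 nt between their pAs in the recomputed groups. Genes only siCFI-68 shortened had 818 nt and genes only the library labelled siPcf11 lengthened 715 nt. The other groups had 331 to 679 nt. By the membership in S7 Table the same groups had 1336, 958 and 669 nt.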

Further analysis using our previous 3’READS data from 3T3-L1 pre-adipocyte differentiation and embryonic development (15 day vs. 11 day)[10] indicated that group 3 genes also tended to have significantly greater 3’UTR lengthening than other genes in these processes (*P* = 6x10^-8^ and 1x10^-2^, K-S test comparing group 3 genes with all other genes, Fig 7D), similar to their regulation in C2C12 differentiation (*P* = 4x10^-7^, Fig 7D). Interestingly, group 3 genes were significantly associated with several Gene Ontology (GO) terms (S10 Fig), such as “single-organism membrane organization”, “spermatogenesis”, “actomyosin structure organization”, “intracellular protein transport”, “cell body” and “cytoplasmic vesicle.” Notably, several different GOs were also found to be associated with group 2 genes, such as “endosome to lysosome transport”, “transforming growth factor beta receptor signaling pathway”, “cellular response to endogenous stimulus”, “cell leading edge”, “coated vesicle membrane”, “cell junction”, and “endomembrane system.” Intriguingly, group 1 genes, whose 3’UTRs were shortened by both siCFI-68 and siPcf11, also showed strong association with several GO terms, such as “regulation of phosphorylation”, “cell death”, “intracellular signal transduction”, etc. Taken together, these data indicate that genes in different functional groups may be differentially regulated by APA in cell differentiation due to distinct pA and aUTR features.

## Discussion

Here we present a systematic study examining modulation of several types of APA by all known core C/P factors and several key splicing factors. Using proliferating C2C12 cells, we were able to compare the impacts of different factors on APA in a single system, and correlate the regulations with those taking place during C2C12 differentiation. We also developed a statistical method SAAP to assess the significance of APA regulation and employed a computational approach GAAP to address batch effects and normalize sequencing depth. Comparisons between KD samples at different time points and between total and nuclear RNA samples indicated that our results were not substantially affected by indirect effects. However, off-target effects by siRNAs are possible, despite the use of multiple siRNAs in most samples. In addition, different KD efficiencies by different siRNAs can lead to variable effects on APA, making it difficult to compare KD samples directly. However, we did not find a correlation between the level of KD and the extent of 3’UTR-APA regulation (S11 Fig), suggesting our observations were not severely affected by variable KD efficiencies. Nevertheless, future work using more specific KD or knockout methods may be desirable for more precise comparisons.

Notwithstanding the potential technical limitations, we were able to make a number of key findings concerning the contributions of specific C/P and splicing factors to APA, and to address how they pertain to APA regulation in cell proliferation/differentiation. Below we discuss these findings; some of the conclusions are illustrated in Fig 8.

**Fig 8:**
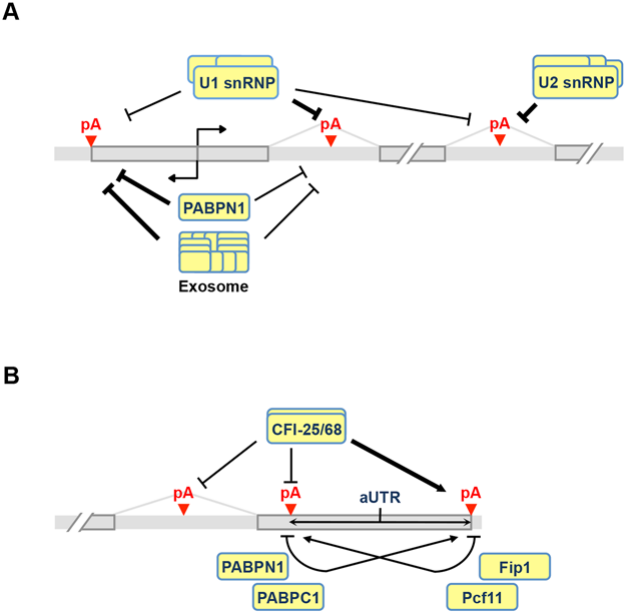
APA models. **(A)** Regulation of C/P events near the transcription start site (TSS) and introns. Both U1 and PABPN1 inhibit polyA(+) transcript expression near the TSS. For U1, inhibition of sense strand RNA is more prominent than that of upstream antisense RNA (uaRNA) due to higher frequency of its binding sites, i.e., 5’ splice site or related sequences, in the sense strand. The mechanism is likely to be inhibition of polyadenylation. PABPN1 has the opposite trend, with suppression of uaRNA expression being more significant. This function of PABPN1 is likely to involve exosome-mediated RNA decay. U1 and U2 inhibit intronic C/P because C/P is in a kinetic competition with splicing. **(B)** Regulation of pA usage in the last intron and the 3’-most exon. CFI-25/68 promotes usage of distal pAs through binding to the UGUA element, leading to longer 3’UTRs and selection of downstream terminal exons. PABPN1 and PABPC1 also promote distal pA usage, whereas Pcf11 and Fip1 promote proximal pA usage. Note that if two pAs are close to each other and there is an AAUAAA motif downstream of the proximal pA, Fip1 helps select the distal pA (not indicated in the graph). aUTR size is indicated to highlight its importance in APA regulation.

### CPSF

Among the CPSF subunits, Fip1 levels were found to have the greatest impact on APA, suggesting that Fip1 recruitment is a key step for CPSF’s function in C/P, at least in the context of C2C12 cells. Given the essential role of CPSF in the C/P reaction, it is not surprising that inhibition of Fip1 leads to 3’UTR lengthening: downregulated C/P activity would favor distal pAs, which in general have stronger C/P cis elements than proximal ones [6]. Interestingly, a group of genes had 3’UTR shortening after Fip1 KD; their proximal pAs tend to have the AAUAAA motif in the downstream region and the distance between proximal and distal pAs is short. This result is largely in line with what was observed by the Shi group with Fip1 KD in embryonic stem cells [31]. As proposed by Lackford et al., there exist two modes of APA regulation by Fip1 depending upon pA strength and distance between pAs [31]. We additionally found that while selection of distal pAs in the siFip1 sample involves U-rich elements, activation of proximal pAs does not, suggesting that U-rich element binding by Fip1 plays a role in pA selection only when competing pAs are far apart. Recent studies have revealed that CPSF30 and WDR300 directly bind PAS, [52, 53]. Intriguingly, KD of any one of these factors had a modest effect on APA. Whether these factors can compensate each other in PAS interaction is to be examined in the future.

### CFI

Consistent with the findings by the Zavolan and Keller groups [24, 43], KD of CFI-25 or CFI-68, but not CFI-59, led to a substantial shift to proximal pA usage in 3’UTRs, the extent of which is more significant than other samples examined in this study. The CFI complex, composed of either CFI-25/CFI-68 or CFI-25/CFI-59, has been shown to interact with UGUA elements [50], which are typically located upstream of the PAS [49]. Consistently, distal pAs downregulated by siCFI-25/siCFI-68 were enriched with UGUA element(s) in the -100 to -41 nt region whereas upregulated proximal pAs were depleted of them in the same region. Some other cis elements were also identified around regulated pAs (Fig 6C), such as UAUU, CCUC. Whether they simply piggyback with UGUA or are actively engaged in binding with some proteins that interact with CFI need to be further studied in the future.

We also found that CFI-25 or CFI-68 KD led to general upregulation of isoforms using pAs in the last intron, a feature that has not been reported in previous studies [24, 43], suggesting that CFI-25/68 also play a role in 3’ terminal exon selection. One possibility is that removal of the last intron is slow, creating a time window in which pAs in the last intron compete with 3’-most exon pAs for C/P. It is also possible that CFI-25/CFI-68 may facilitate the removal of the last intron, e.g., through interaction with splicing factors [33], thereby inhibiting pA usage in the last intron.

### CFII

Our data indicate that Pcf11 has a substantial impact on APA, which has not been detected previously in metazoan cells. In *S*. *cerevisiae*, deletion of the mRNA export adaptor Yra1, which inhibits C/P through competition with Clp1 for Pcf11 binding, leads to widespread APA events [54]. The same study also suggested that Clp1 and Pcf11 are not necessarily recruited as a complete unit in yeast. Our data supports this view, because siPcf11 and siClp1 had different effects on APA, with respect to extent and direction of regulation. This notion is also in line with the report by Shi et al. showing that Clp1 was not present in the C/P complex purified from mammalian cells [22]. Given the significant role of Pcf11 in APA, it is possible that its recruitment to the C/P complex is a rate-limiting step for the C/P reaction.

### PABPs

Inhibition of PABPN1 has been shown to elicit global shortening of 3’UTRs via APA [27, 28]. It was suggested that this regulation may be relevant to the etiology of human disease oculopharyngeal muscular dystrophy (OPMD), which is caused by an expansion mutation in the polyalanine repeat in the N-terminus of PABPN1. Our results are largely in line with these findings but also revealed that modulation of 3’UTR-APA by PABPN1 is quite different than other C/P factors. For example, there is no relationship between the extent of 3’UTR-APA regulation (based on number of genes with APA changes) and 3’UTR size changes. We also found that PABPN1 plays a very significant role in inhibition of uaRNA and spRNA expression (with regulation of uaRNAs being more significant). This property may be related to PABPN1’s role in RNA stability [47, 48]. Consistently, the uaRNA and spRNA profiles in the siPABPN1 sample are similar to those in the siRrp44 + siRrp6 sample. A key question thus is whether the 3’UTR-APA regulation by PABPN1 is related to its functions around the TSS. We did not find significant 3’UTR-APA in the siRrp44/siRrp6 sample (S12 Fig) and genes with 3’UTR-APA regulation by siPABPN1 did not appear to have significant expression changes overall (S9 Fig), suggesting that 3’UTR-APA regulation by PABPN1 is not related to its function in uaRNA and spRNA regulation. 

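siRRP44+RRP6 had 296 genes with lengthened and 191 with shortened 3'UTRs against its batch control by GAAP, a log2 ratio of 0.63. edgeR against the 7 siCtrl libraries called 0 genes, with 204 at an unadjusted p under 0.05, and DESeq2 0. Of the 217 genes that siPABPN1 shortened, 10 changed in expression, and of 5448 genes not called 32 did. These shares were not tested against each other, and the groups were not matched for reads. Expression did change elsewhere with siPABPN1, 58 genes up and 24 down of 9133. Host genes of small nucleolar RNAs led with 4 higher of 8 (5 higher and 1 lower over the list alone): Snhg3 3.46 (SE 0.56, adjusted p 0.00834 by edgeR), Snhg1 2.87 (SE 0.46), Snhg7 2.84 (SE 0.29) and Snhg4 1.54 (SE 0.26). The nuclear RNA Neat1, a scaffold of paraspeckles, rose by 2.37 (SE 0.36). Without the 32 h total pair the expression count of siPABPN1 is 12, and without the 48 h pair 736.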

How PABPN1 exerts distinct functions at the 5’ and 3’ ends of genes respectively awaits further experimentation.

Interestingly, PABPC1, which binds the poly(A) tail in the nucleus [55] and shuttles between nucleus and cytoplasm [56], appears to be as potent as PABPN1 in regulation of 3’UTR-APA, raising the possibility that PABPs in general can regulate the C/P reaction. However, it is also notable that the APA events regulated by PABPC1 are quite different than those by PABPN1, with respect to uaRNA and spRNA expression changes and the role of aUTR size in regulation. There are no obvious cis elements enriched for pAs regulated by PABPC1 but aUTR size appears to be related to its APA regulation, suggesting that PABPC1 may have a general impact on APA without sequence specificity. Future work will be needed to delineate the respective roles of these PABPs as well as other poly(A)-binding proteins [57] in APA.

### CstF and other C/P factors

CstF subunits appear to have modest impacts on APA in this study. While siCstF-50 and siCstF-77 led to global 3’UTR lengthening, consistent with their roles in C/P, siCstF-64 did not result in a directional change of APA and siCstF-64τ in fact led to mild general 3’UTR shortening. These puzzling results may be due to the fact that CstF-64 and CstF-64τ have overlapping functions [29] and can regulate each other’s expression [58]. As such, KD of one factor to different levels may give rise to different overall activities, leading to complex results. Thus, the single factor KD-based approach used in this study would be unwieldy in elucidating the exact roles of CstF-64 and CstF-64τ in APA. This issue may also apply to other factors which showed modest APA regulation in this study. For example, there are several PAPs in the cell and KD of one PAP, such as PAPα or PAPγ, may be compensated functionally by other PAPs.

### Splicing in APA

Splicing is believed to be intimately involved in C/P (reviewed in [33]). Our data define two general modes of APA regulation involving splicing. First, U1 plays a significant role in suppressing C/P in 5’ end introns, which is consistent with the findings made by the Dreyfuss group [35] and is in line with the inhibitory activity of U1 on C/P [36]. In agreement with the telescripting model proposed by the Dreyfuss group [39], inhibition of intronic pA usage by U1 displays 5’ to 3’ polarity (Fig 3C). But we only observed mild 3’UTR lengthening in U1 inhibition samples, suggesting a modest role of telescripting in 3’UTR-APA. However, we cannot rule out the possibility that difference in cell type and experimental conditions may lead to this discrepancy. Second, as supported by the siSF3b155 data, splicing activity in general plays a role in suppressing intronic C/P (Fig 3B). It remains to be seen how other splicing factors, particularly those involved in alternative splicing, globally regulate intronic APA and impact selection of 3’ terminal exons.

### APA code in proliferation/differentiation

Our data suggest that an APA event in a given cellular condition is regulated by a number of parameters, including relative location to the TSS, splicing context, distance between competing pAs, surrounding cis elements, and concentrations of C/P factors. In the context of C2C12 differentiation, which involves global 3’UTR lengthening, almost all C/P factors showed downregulation, at least at the mRNA level (S13 Fig). However, given the diverse consequences of different C/P factor KDs, it would be too simplistic to attribute the 3’UTR lengthening to downregulation of C/P factors as a whole. On the other hand, several lines of evidence support similarities in 3’UTR-APA regulation between C/P factor KD and C2C12 differentiation. First, aUTR size appears to be an important factor in APA regulation in both KD cells (with the exception of siPABPN1) and cell differentiation. In general, a longer aUTR confers more regulability. Since longer aUTRs could contain more cis regulatory elements for mRNA metabolism, this result suggests that genes with highly regulatable APA tend to be more controlled post-transcriptionally as well. Second, groups of genes with significant regulation by siCFI-68 and siPcf11 are also substantially regulated in differentiation, implying similar mechanisms in these KD conditions and cell differentiation. Importantly, these genes also displayed significant 3’UTR-APA in differentiation of 3T3-L1 cells and embryonic development, suggesting a general APA code in cell proliferation/differentiation. Future studies need to test the APA code with more perturbations, such as overexpression of different factors, and to explore the input of different RNA-binding proteins in condition- and tissue-specific APA regulations [59].

## Materials and Methods

### Cell culture, transfection, RT-qPCR and western blot

C2C12 cells were maintained in Dulbecco's Modified Eagles Medium (DMEM) supplemented with 10% fetal bovine serum (FBS). Differentiation of C2C12 cells was induced by switching cell media to DMEM+ 2% horse serum (Sigma) when cells were ~90–100% confluent. All media were also supplemented with 100 units/ml penicillin and 100 μg/ml streptomycin. Differentiated C2C12 cells in this study were harvested four days after differentiation. Transfection with siRNAs was carried out by Lipofectamine 2000 (Invitrogen) according to manufacturer’s recommendations. Transfection was carried out for 48 hr or 32 hr. siRNA sequences are shown in S1 Table. The U1D oligo (5'-gCcAgGuAaGuau) and mutant U1D (mU1D) oligo (5'-gCcAgGcAcGuau), where locked nucleic acid (LNA) residues are in uppercase and 2’-OMe RNA bases in lowercase, were previously described in [42]. These oligos were transfected into C2C12 cells at 35 nM using Lipofectamine 2000 when the confluency of cells was about 50%. Cells were harvested 8 hr or 24 hr after transfection. For nuclear RNA extraction, cells collected by a scrapper were suspended in cell lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 0.5% NP40, 1 mM DTT), followed by vortexing for 10 sec and incubation on ice for 10 min. After centrifugation of the lysate at 500 x g for 5 min at 4°C, the pellet was re-suspended in the cell lysis buffer for nuclear RNA extraction. Both total and nuclear RNAs were extracted using Trizol (Invitrogen) according to manufacturer's protocol. RNA quality was examined in an Agilent Bioanalyzer using the RNA pico600 kit before processing for deep sequencing. For RT-qPCR, mRNA was reverse-transcribed using an oligo(dT) primer, and qPCR was carried out with Syber-Green I as dye. Primer sequences are listed in S3 Table. Antibodies used for Western Blot analysis are listed in S2 Table.

### 3’READS

The 3’READS method used in this study was previously described [60]. Briefly, 25 μg of input RNA was used for each sample, and poly(A)+ RNA was selected using oligo d(T)25 magnetic beads (NEB), followed by on-bead fragmentation using RNase III (NEB). Poly(A)+ RNA fragments were then selected using the chimeric U_5_ and T_45_ (CU_5_T_45_) oligo conjugated on streptavidin beads, followed by RNase H (NEB) digestion. Eluted RNA fragments were ligated with 5’ and 3’ adapters, followed by RT and PCR (15x) to obtain cDNA libraries for sequencing on the Illumina platform. All data can be obtained from the NCBI GEO database (GSE62001). Processing of 3’READS data was carried out as previously described (Hoque et al. 2013). Briefly, reads were mapped to the mouse genome using bowtie 2 (Langmead and Salzberg 2012). Reads with ≥2 unaligned Ts at the 5’ end are called poly(A) site-supporting (PASS) reads, which were used to identify pAs. pAs located within 24 nt from each other were clustered together. The number of PASS reads generated in each sample is listed in S4 Table.

### Significance analysis of alternative polyadenylation

We developed a randomization-based method to statistically assess the significance of difference between two samples for each APA event, called Significance Analysis of Alternative Polyadenylation, or SAAP. The method is illustrated in S2 Fig. Briefly, for two pAs (or two pA sets) from two comparing samples, a Relative Expression Difference (RED) score is first calculated (S2 Fig). The PASS reads are then sampled based on the assumption that the relative abundance of each pA isoform is the same in two samples. Sampling is preformed *m* times (20 in this study) to obtain mean and standard deviation of RED. The observed and expected RED values are standardized to Z scores (minus mean and divided by standard deviation). False Discovery Rate (FDR) and q-value are calculated by comparing observed Z (Zo) and expected Z (Ze) for a given Z cutoff value (Zc).

For 3’UTR-APA, we either selected the two most abundant pA isoforms for analysis, or used all pA isoforms for analysis (one vs. others) and then selected the top two most regulated isoforms. For CDS-APA, we combined all isoforms using pAs in upstream regions of the 3’-most exon and compared their expression change with that of isoforms using pAs in the 3’-most exon. Individual intronic pAs were also analyzed by comparing to all other pA isoforms of the gene. For uaRNA analysis, we combined all antisense transcripts using pAs within 2 kb upstream of the transcription start site (TSS), excluding those mapped to other mRNA genes, and compared them to all sense strand transcripts, excluding pAs located within 2 kb downstream of the TSS. For spRNA analysis, we grouped pAs located within 2 kb downstream of the TSS, excluding those located in 3’-most exons or in single exon genes, and compared them with other sense strand isoforms. We used q-value < 0.05 (SAAP) to select significantly regulated APA events.

### Global analysis of alternative polyadenylation

We developed an approach named Global Analysis of Alternative Polyadenylation (GAAP) to normalize sequencing depth and to obtain expected values for a given data set. The method is illustrated in S2 Fig. Let A and B be two 3’READS data sets for two samples that are processed at the same time. For example, A is a KD sample and B is a control sample. Let a and b be two data sets sampled by bootstrapping from A and B, respectively. Bootstrapping is carried out *n* times with *p* number of PASS reads sampled each time. In this study, *n* = 20, and *p* = 1.5 M. Let A’ and B’ be randomly permutated data sets based on A and B. In permutation, PASS reads from A and B are first combined and then sampled without replacement to obtain A’ and B’, with the total number of PASS reads of the permutated sets A’ and B’ being the same as those of the original sets A and B, respectively. Permutation is carried out *m* times. Two sets after each permutation (a’ and b’) are sampled with *q* number of reads from each set by bootstrapping. In this study, *m* = *n*, and *q* = *p*. The permutated sets provide expected values (Exp), whereas the original set provides observed values (Obs). APA analyses of a vs. b and a’ vs. b’ were carried out by SAAP.

### K-mer analysis

To identify cis elements biased to or against pAs regulated in a KD sample, we compared k-mer frequencies around the pAs regulated in the sample with other pAs regulated in other samples. To mitigate the possibility that identified cis elements are related to location, we first grouped all proximal and distal pAs together into two separate sets (illustrated in Fig 6A). For each KD sample, regulated proximal pAs were compared to other proximal pAs to identify overrepresented and underrepresented k-mers. The same approach was used for distal pAs. We examined three regions around the pA, i.e., -100 to -41 nt, -40 to -1 nt and +1 to +100nt. For each region, the Fisher’s exact test was used to examine whether a k-mer (4-mer or 6-mer) was enriched for or depleted from a set of pAs vs. other pAs.

### Analysis of introns

The intron location was based on the RefSeq database, with all RefSeq splicing isoforms combined. Distribution of regulated intronic pA isoforms was compared to that of background set, which was derived from all detected intronic pAs in all control samples in this study (isoform relative abundance ≥5% in at least two samples and read count ≥2 in at least two samples). To calculate 5’SS or 3’SS strength, we used all 5’SS or 3’SS supported by mouse RefSeq sequences. The maximum entropy scores were calculated by MaxEntScan [61]. The 5’SS or 3’SS strength of introns containing regulated pAs was compared to that of background introns with the same relative location in the gene by the Wilcoxon rank sum test.

### Other analyses

Gene expression changes were based on PASS reads mapped to the 3’-most exon of a gene, represented by the reads per million total PASS reads (RPM) value. Venn diagrams were generated by VennDIS [62]. Gene Ontology (GO) analysis was carried out using the Fisher’s exact test. GO annotation of genes was obtained from the NCBI Gene database.

## Supporting Information

S1 Fig Western blot analysis of protein expression after knockdown (KD) for 48 hr. Percent of protein expression in KD cells relative to siCtrl cells is indicated.
(PDF) Click here for additional data file.

S2 Fig Significance analysis of alternative polyadenylation (SAAP) and global analysis of alternative polyadenylation (GAAP). (A) Data sampling in SAAP. As described in Materials and Methods, pA1 and pA2 are two pAs or two pA sets, and Sa and Sb are two samples, a and b. The observed Relative Expression Difference (RED) is calculated by log2((a1/a2)/(b1/b2)). Data are sampled by bootstrapping based on the assumption that the relative abundance (RA) of each pA isoform is the same in two samples. There are *n* number of genes. Bootstrapping is carried out *m* times. Sa’ and Sb’ are expected data after sampling, which are used to calculate expected RED scores. Both observed and expected RED scores were standardized to Z values using mean and standard deviation (SD) obtained from expected RED scores. Zo is observed Z and Ze is expected Z. (B) Calculation of FDR and q-value in SAAP. Zc is Z cutoff value. FDR = (#{|Ze| > Zc} / m)/(#{|Zo| > Zc}), where #{|Ze| > Zc} is number of APA events with |Ze| > |Zc| and #{|Zo| > Zc}) is number of events with |Zo| > Zc. Q-value for an APA event x is the FDR using the absolute value of its Zo (Zo_x_) as Zc. (C) Schematic of GAAP. As described in Materials and Methods, A and B are two 3’READS data sets for two samples which are processed at the same time. For example, A is a KD sample and B is a control sample. A’ and B’ are randomly permutated data based on A and B with sample assignment shuffled. In permutation, poly(A) site-supporting (PASS) reads are randomly assigned to a set, with the total numbers of reads of the permutated sets A’ and B’ being the same as those of the original sets A and B, respectively. a and b are sampled by bootstrapping from A and B, respectively; a’ and b’ are data sets sampled by bootstrapping from A’ and B’, respectively. In this study, the total number of PASS reads in a, b, a’ and b’ are all 1.5M. Comparisons of a vs. b and a’ vs. b’ are carried out by SAAP. The result from a’ vs. b’ comparison provides expected values (exp), which are used to normalize observed values (obs) from the a vs. b comparison.
(PDF) Click here for additional data file.

S3 Fig 3’UTR-APA. (A) Analysis of 3’UTR-APA using the top two most significantly regulated APA isoforms of a gene. Data are presented as in Fig 2D. The top two most significantly regulated APA isoforms were based on SAAP, comparing each pA with all other pAs in the same 3’UTR. (B) Percent of genes with different numbers of 3’UTR pAs (1, 2, 3 or > = 4) significantly regulated in different samples. For genes with at least two 3’UTR pAs, each pA was compared to all other pAs in the same 3’UTR using SAAP. Significant pAs are those with q-value < 0.05 (SAAP). (C) Regulation of 3’UTR length in different samples. For each sample, genes with significant 3’UTR shortening or lengthening (q-value < 0.05, SAAP) based on the top two most abundant isoforms were first selected and the aUTR sizes between the two pAs are plotted. The median value is indicated by a thick line and the interquartile range (between the 25^th^ and 75^th^ percentiles) is shown as a box.
(PDF) Click here for additional data file.

S4 Fig CDS-APA. (A) Relative abundance of regulated CDS-APA isoforms in control C2C12 cells. The relative abundance of a pA isoform is the fraction of PASS reads for the pA of all PASS reads for the gene. The median value is indicated by a thick line and the interquartile range (between the 25^th^ and 75^th^ percentiles) is shown as a box. (B) Percent of regulated CDS-APA isoforms having pAs in introns or exons. Regulated CDS-APA isoforms are those with q-value < 0.05 (SAAP), based on comparison of one CDS-pA isoform with all other pA isoforms of the same gene.
(PDF) Click here for additional data file.

S5 Fig Intronic APA regulated by siFip1 and siPcf11. (A) Regulation of intronic pA isoforms by siFip1 and siPcf11. Data are presented as in Fig 3C. (B) Features of introns containing pAs of isoforms downregulated by siFip1 or siPcf11. Data are presented as in Fig 3D.
(PDF) Click here for additional data file.

S6 Fig Correlation of APA regulation between siCFI-25 and siCFI-68 samples. Only RED scores for 3’UTR-APA events are presented. Genes with or without significant APA changes are shown as red or gray dots, respectively. Q < 0.05 (SAAP) was used to select significantly regulated events.
(PDF) Click here for additional data file.

S7 Fig Correlation of APA regulation between 48 hr and 32 hr KD samples. **(A)** Scatter plot of RED scores for 3’UTR-APA events in 48 hr KD samples (x-axis) vs. 32 hr KD (y-axis) samples. Genes with significant 3’UTR-APA (q-value < 0.05, SAAP) in both KD conditions are shown in red. Pearson correlation coefficient *r* based on all red dots is indicated in each graph. **(B)** Percent of genes with significant 3’UTR-APA regulation in both 48 hr and 32 hr KD samples are divided into 4 groups representing different consequences on 3’UTR size, as indicated next to the graph. Sh, 3’UTR shortened; Le, 3’UTR lengthened.
(PDF) Click here for additional data file.

S8 Fig Correlation of APA regulation between total and nuclear RNAs of KD samples. Data are presented as in S7 Fig except that APA events identified with total RNA are compared with events identified with nuclear RNA.
(PDF) Click here for additional data file.

S9 Fig Gene expression change vs. 3’UTR-APA regulation. Top, plots using data from nuclear RNA; bottom, plots using data from total RNA. For each plot, genes are divided into three groups based on 3’UTR-APA regulation, including 3’UTR shortened, lengthened, and no change, using SAAP (q-value < 0.05), and are shown in the graph with different colors. The dotted vertical lines indicate median values for different groups. Gene expression was calculated using all poly(A) site-supporting reads in the 3’-most exon. P-values (Kolmogorov–Smirnov test) indicated in each graph are based on comparison of gene expression between genes with 3’UTR shortened (blue) or lengthened (red) and genes with no 3’UTR changes.
(PDF) Click here for additional data file.

S10 Fig Gene Ontology terms associated with gene groups shown in Fig 7B. Biological Process (top) and Cellular Component (bottom) terms were analyzed. Genes in each group were compared with genes in other groups by the Fisher’s exact test. Numbers are –log_10_(*P*), where *P* is based on the Fisher’s exact test.
(PDF) Click here for additional data file.

S11 Fig KD level vs. extent of APA regulation. X-axis is log2(ratio) of protein expression as measured by Western Blot (S1 Fig); y-axis is the extent of 3’UTR-APA regulation derived from Fig 2D. Spearman and Pearson correlation coefficients are shown on the top with p-values indicating significance of correlation. siCFI-25 and siCFI-68 were not included in this plot because their APA values are substantially different than others.
(PDF) Click here for additional data file.

S12 Fig Comparison of APA regulation between siPABPN1 and siRrp44 + siRrp6. (A) 3’UTR-APA. (B) CDS-APA. (C) Regulation of uaRNAs. (D) Regulation of spRNAs. Data are presented as in Figs 2–4.
(PDF) Click here for additional data file.

S13 Fig Gene expression changes of the C/P and splicing factors examined in this study in C2C12 differentiation. Gene expression analysis was based on two 3’READS data sets. Error bars are standard error of mean. A total PASS read number >20 per gene was required to calculate the log2 ratio between proliferating and differentiated cells. Regulation of CFI-25 was not determined due to a small number of reads.
(PDF) Click here for additional data file.

S1 Table siRNAs used in this study. (PDF) Click here for additional data file.

S2 Table Antibodies used in this study. (PDF) Click here for additional data file.

S3 Table RT-qPCR primers used in this study. (PDF) Click here for additional data file.

S4 Table Number of reads mapped to pAs in each sample. (PDF) Click here for additional data file.

S5 Table Bias of 4-mers to pAs regulated by five C/P factors. The data is also summarized in Fig 6B. Numbers are significance score (SS), which was calculated by –log_10_(*P*)*S, where *P* was based on the Fisher’s exact test and S = 1 for enrichment and -1 for depletion.
(PDF) Click here for additional data file.

S6 Table Significant 6-mers biased to pAs regulated by five C/P factors. Only those with *P*≤0.001 (Fisher’s exact test) in any one of the comparisons are shown. Numbers are significance score (SS), which was calculated by –log_10_(*P*)*S, where *P* was based on the Fisher’s exact test and S = 1 for enrichment and -1 for depletion.
(PDF) Click here for additional data file.

S7 Table Genes in different groups shown in Fig 7B. (PDF) Click here for additional data file.

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S1 Table

**Table S1. siRNAs used in this study**

| Factor              | siRNA sequence <sup>1</sup>                                                                                                |
|---------------------|----------------------------------------------------------------------------------------------------------------------------|
| CPSF-160            | A: 5'-CCGAGCGUUUCACUUUGACAATT, 5'-UUGUCAAGUGAAACGCUCGGTT<br>B: 5'-CCGCAAUCUUAUGGUGUAUAUTT, 5'-AUUAACACCAUAAGAUUGCGGTT      |
| CPSF-100            | 5'-CUCGACACAAUACAGAAGAUUTT, 5'-AAUCUUCUGUAUUGUGUCGAGTT                                                                     |
| CPSF-73             | 5'-CCAGCAAACCAGUGAAUUUAUTT, 5'-AUAAAUUCACUGGUUUGCUGGTT                                                                     |
| CPSF-30             | 5'-ACGCCAACAGAUAGCACCAAAGTT, 5'-CUUUGGUGCAUCUGUUGGCGGTT                                                                    |
| Fip1                | A: 5'-GUGCUGAUCUUUCUGAUUATT, 5'-UAAUCAGAAAGAUAGCACTT<br>B: 5'-CGUCGCCAUGAAAGUGAAGAATT, 5'-UUCUUCACUUUCAUGGCGACGTT          |
| WDR33               | 5'-CUCCAAAUGAGGUGCUGAAUTT, 5'-AUUCAGCACCUCAUUUGGAGTT                                                                       |
| CstF-50             | 5'-GCUCUACGACGGUUAUUAUTT, 5'-AAUGUAACCGUCGUAGAGCAG                                                                         |
| CstF-64             | A: 5'-GCUGGCAACAAAUCUGGAAAUTT, 5'-AUUCCAGAUUUGUUGCCAGCTT<br>B: 5'-GCACAGGUAGUGAUGAGAAUUTT, 5'-AAUUCUCAUCACUACCUGUGCTT      |
| CstF-64r            | 5'-GCACAAGUGGUGAUGAGAATT, 5'-UUCUCAUACCCACUUGUGCCT                                                                         |
| CstF-77             | 5'-CGAGGAUUCAGACGAAGAUTT, 5'-AUCUUCGUCUGAAUCCUCGTT                                                                         |
| CFI-25              | A: 5'-CGUCUCUAUGAGCACAGCUUATT, 5'-UAAGCUGUGCUCAUAGAGACGTT<br>B: 5'-GCACCAUUGUUUGAGCUGUAUTT, 5'-AUACAGCUCAAACAAUGGUGCTT     |
| CFI-68              | A: 5'-CCUGUUGUAAACUCCAUGCAAUTT, 5'-AUUGCAUGGAGUUACAACAGGTT<br>B: 5'-CCGUUCAUUCUUUGGGAGUAATT, 5'-UUACUCCCAAAGAAUGAACGGTT    |
| CFI-59              | 5'-GUCCUCAUCUCCUCUCUUAUTT, 5'-UAAGAGAGGAGAUGAGGACTT                                                                        |
| Pcf11 <sup>2</sup>  | A: 5'-CGACAGCUAUUUCAGUAUCAATT, 5'-UUGAUACUGAAAUAGCUGUCGTT<br>B: 5'-GGGCAAAGAUGAAGAUGUAUTT, 5'-UACAUCUUCAUUCUUUGCCCTT       |
| Clp1                | A: 5'-GAGAUGAACGUAUCCGUGATT, 5'-UCACGGAUACGUUCAUCUCTA<br>B: 5'-CGUCCUACUUCAGUGGAGUUATT, 5'-UACUCCACGUAAAGUAGGACGTT         |
| Symplekin           | 5'-UCAGGCACUCUGGACAAAUAUTT, 5'-AUUUUUGUCCAGAGUGCCUGATT                                                                     |
| PAP $\alpha$        | 5'-UUGCAGGGUAACCGAUGAAAUTT, 5'-AUUUCAUCGGUUAACCCUGCAATT                                                                    |
| PAP $\gamma$        | 5'-AUGUGGUUCCUUGGGAUAAUUTT, 5'-AAUUAUCCCAAGGAACCACAUTT                                                                     |
| PABPN1 <sup>2</sup> | A: 5'-UAGAGCGACAUCUAGGUUAUUCTT, 5'-GAAUACCAUGAUGUCGCUCUATT<br>B: 5'-ACAGUUUGGUGUCCUCCAGAGAGC, 5'-GCTCTCTGGUUGGUCUCCUUUCTGT |
| PABPC1 <sup>2</sup> | A: 5'-CGUGCUUUGGACACCAUGAAUTT, 5'-AUUCAUGGUGUCCAAAGCACGTT<br>B: 5'-UAAAGCUACAUCAGUGGCUUCGUG, 5'-CUCGUUGCCUCTGTUTGTUGCTTTU  |
| PP1 $\alpha$        | 5'-CCAGAUUCGUUUGUACAGAAAUTT, 5'-AUUUCUGUACAAACGAUCUGGTT                                                                    |
| PP1 $\beta$         | 5'-GAGGAAACCAUGAGUGUGCUATT, 5'-UAGCACACUCAUGGUUUCUUCTT                                                                     |
| RBBP6               | A: 5'-GAUUGUCAGGAGGAUUCUUAUTT, 5'-AUAGGAUCCUCCUGACAAUUCTT<br>B: 5'-CGAUCACUUUCAAGUCAGUAUTT, 5'-AUACUGACUUGAAAGUGAUCGTT     |
| U2AF65              | A: 5'-GCAACUGGAAUGGCAGCAAUUTT, 5'-AAUUGCUGCCAUUCCAGUUGCTT<br>B: 5'-GUGAGUACGUGGACAUAUATT, 5'-UUGAUGUCCACGUACUACTT          |
| SF3b155             | A: 5'-GCCUGCCUUAUUGAAUGAAUATT, 5'-UAUUCAUUCAUUAAGGCAGGCTT<br>B: 5'-GUCACUUGGUGUUUACGGATT, 5'-UCCGUAAACACCAAGUGACAT         |
| U1-70K              | A: 5'-GCACCAUACAUCGAGAGUUUTT, 5'-AAACUCUCGGAUGUAUGGUGCTT<br>B: 5'-CCCUCACAAUGAUCCCAAUTT, 5'-AUUGGGAUCAUUGUGAGGGTC          |
| RRP44               | A: 5'-GCGUUAGAAGGACGGAGAAUUTT, 5'-AAUUCUCCGUCCUUCUAAACGCTT<br>B: 5'-GCGGCUAUGAAUGAUGAUATT, 5'-UAUCAUCAUUCUAGCCGCTT         |
| RRP6                | A: 5'-GUUCGGUGACGAGUAUGAUUUTT, 5'-AAAUCAUACUCGUCACCGAACTT<br>B: 5'-GGUCCAGAAAGAACCUAUATT, 5'-UUUAGGUUCUUUCUGGACCTT         |
| siCtrl <sup>3</sup> | 5'-UUCUCCGAACGUGUCACGUTT, 5'-ACGUGACACGUUCGGAGAATT                                                                         |

<sup>1</sup>Some knockdowns include two siRNAs. They are indicated by A and B.

<sup>2</sup>Only siRNA A was used for 48 hr knockdown samples. Both A and B siRNAs were used for 32 hr knockdown samples.

<sup>3</sup>siRNA negative control is a random sequence with no detectable homology with any mammalian genes (obtained from GenePharma).

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S2 Table

**Table S2. Antibodies used in this study.**

| <b>Factor</b> | <b>Company / source</b>      | <b>Catalog No.</b> |
|---------------|------------------------------|--------------------|
| CPSF-160      | Abcam                        | ab81552            |
| CPSF-100      | Santa Cruz Biotechnology     | sc-165983          |
| CPSF-73       | Bethyl Laboratories, Inc.    | A301-091A          |
| CPSF-30       | Santa Cruz Biotechnology     | sc-133480          |
| Fip1          | Abcam                        | ab80271            |
| CstF-50       | Novus Biologicals, LLC       | nb100-60443        |
| CstF-64       | Gift from Dr. Clint McDonald | -                  |
| CstF-77       | Bethyl Laboratories, Inc.    | A301-094A          |
| CFI-25        | Santa Cruz Biotechnology     | sc-81109           |
| CFI-68        | Santa Cruz Biotechnology     | sc-100692          |
| CFI-59        | Bethyl Laboratories, Inc.    | A301-360A          |
| Pcf11         | Santa Cruz Biotechnology     | sc-161998          |
| PAP $\alpha$  | Bethyl Laboratories, Inc.    | A301-010A          |
| PAP $\gamma$  | Bethyl Laboratories, Inc.    | A302-427A          |
| PABPN1        | Abcam                        | Ab75855            |
| PABPC1        | Abcam                        | Ab21060            |
| U2AF65        | Santa Cruz Biotechnology     | sc-53942           |
| SF3b155       | Bethyl Laboratories, Inc.    | A300-996A          |
| U1-70K        | Santa Cruz Biotechnology     | sc-9571            |

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S3 Table

**Table S3. RT-qPCR primers used in this study**

| <b>Factor</b>  | <b>Primer sequence</b>                                       |
|----------------|--------------------------------------------------------------|
| CPSF-160       | 5'-CCAAGAAGATAGGTACCACGCCT, 5'-CACCAGAGCAGCATCCTAGAGTTAG     |
| CPSF-100       | 5'-CAACAATCAAGTAGCAGTTCGCAG, 5'-GGCATACTGTTTCATATAAAAGGTCTCG |
| CPSF-73        | 5'-CAGCAAATATTAATCTGGAGACTCGG, 5'-GGGCGGCCAGTTCCA            |
| CPSF-30        | 5'-CTGGAGCAAGTCACTTGCTACAAG, 5'-GCTGTCACTGCCCACTGAGA         |
| Fip1           | 5'-ACAAGACACAAGTCCTCTCGCAG, 5'-TCTTTTCCTTCTTTGCTTCTTTTAGAC   |
| WDR33          | 5'-CGGAAGACCGAGGAAGCAA, 5'-TCCGTCGTGATGGTCTCCAT              |
| CstF-50        | 5'-CAAGGACGGCTGCATCAA, 5'-GCTACAGAGTCTTTTCCACTTGAGA          |
| CstF-64        | 5'-GAGGACCCATGCTAGATCAGAGG, 5'-AAGCAGCCTTCTCATGATCC          |
| CstF-64r       | 5'-GTGATGAGAATCATGGATCCAGAGAT, 5'-AGATTTGCCTGGGATCAGTGG      |
| CstF-77        | 5'-GAGGCCATGTCAGGAGAC, 5'-CATAAATCAATGTGCAAAC                |
| CFI-25         | 5'-CATTTCTAGTCTTCCTCAGCTGCTG, 5'-TGTAAGCTGTGCTCATAGAGACGG    |
| CFI-68         | 5'-AAGTCCTATGGGTCTGGATCCAG, 5'-CTTTTGTCTTGGAAGGTGTTCCCTC     |
| CFI-59         | 5'-ATAGAGAACGGGACCGGCAC, 5'-TTTGCCTGGAGGAAGTTAGGG            |
| Pcf11          | 5'-ACCATCCATCATGTTATGAAGATTATCA, 5'-TGCAATTCGTTTTTGACAATGTT  |
| Clp1           | 5'-CCTATGTTGCTTTACCTCAACACTCA, 5'-ACCTTTGGTTGAACACATCTGCTAA  |
| Symplekin      | 5'-CTGAAACCACACTGCTGGACTCTAG, 5'-CTTCTTCCACAGCATGGCTGA       |
| PAP $\alpha$   | 5'-CGGCTTCTCTGTTGGCCTC, 5'-TGGTTTTACCGATTCAGTCTCAGTT         |
| PAP $\gamma$   | 5'-CCAATAATTGATACGGCACGC, 5'-GGTCAGGCGGATCGAGTTT             |
| PABPN1         | 5'-CTACAGTGGTTTTAACAGCAGGCC, 5'-TTCCATCAAGGTCATCTTCTGTTTT    |
| PABPC1         | 5'-GCCACTGGTGTTCCTCAACTGTCTA, 5'-TTAAGATATTTTTCTTCGGTGAAGCA  |
| PP1 $\alpha$   | 5'-AGACCCTCATGTGTTCTTCCA, 5'-TGGAGGCTATTTCTTGGCTTTG          |
| PP1 $\beta$    | 5'-TGAGACTTTGATGTGTTTATTCCAG, 5'-TTCACCTTTTCTTCGGTGGATT      |
| RBBP6          | 5'-TCCACGCTTGTGGATTACACC, 5'-CAGCAGGAGCTGTGTTATCATTATTAT     |
| U2AF65         | 5'-TTTGCCTTTTTTGGAGTTCCG, 5'-TGGAAAGATGATGCCATCAA            |
| SF3b155        | 5'-TGCTATTGGACCATGCAGAATG, 5'-GCATCCTGGGAGCCCAATGTAG         |
| U1-70K         | 5'-GGACCCTCACAATGATCCCA, 5'-TACACCTCAAACCTCTCTCCG            |
| RRP44          | 5'-TTACCACTAGTCTCCGTGGACTCA, 5'-CAGAGTCAAAGCCCCCTTTTC        |
| RRP6           | 5'-TATGACCGAATGAGGCTGGAAC, 5'-CGAGTTCAGGTGCTTCTTTTGC         |
| Timp2 proximal | 5'-TTTCTTGACATCGAGGACCC, 5'-TCCAGGAAGGGATGTCAAAG             |
| Timp2 distal   | 5'-ATGTGCGTGCTGGAATATGA, 5'-CTGATACAGAGCATCAGGCG             |

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S4 Table

**Table S4. Number of reads mapped to pAs in each sample**

| <b>Sample</b>          | <b>Replicate 1</b> | <b>Replicate 2</b> | <b>Replicate 3</b> |
|------------------------|--------------------|--------------------|--------------------|
| siCPSF-160             | 3,538,673 (1)      |                    |                    |
| siCPSF-100             | 4,617,978 (3)      |                    |                    |
| siCPSF-73              | 3,568,061 (1)      |                    |                    |
| siCPSF-30              | 7,105,604 (3)      |                    |                    |
| siFip1                 | 2,438,712 (2)      | 2,458,959 (8)      | 2,116,298 (9)      |
| siWDR33                | 5,021,499 (4)      |                    |                    |
| siCstF-50              | 4,682,268 (4)      |                    |                    |
| siCstF-64              | 3,962,717 (1)      |                    |                    |
| siCstF-64 $\tau$       | 4,581,623 (4)      |                    |                    |
| siCstF-77              | 5,037,435 (5)      |                    |                    |
| siCFI-25               | 4,043,953 (1)      |                    |                    |
| siCFI-68               | 2,629,152 (1)      | 2,132,688 (8)      | 2,505,470 (9)      |
| siCFI-59               | 3,729,298 (1)      |                    |                    |
| siPcf11                | 4,495,439 (4)      | 2,628,024 (8)      | 2,372,155 (9)      |
| siClp1                 | 5,482,199 (4)      |                    |                    |
| siSymplekin            | 5,242,727 (4)      |                    |                    |
| siPAP $\alpha$         | 1,585,589 (6)      |                    |                    |
| siPAP $\gamma$         | 1,631,646 (6)      |                    |                    |
| siPABPN1               | 3,496,102 (3)      | 2,284,954 (8)      | 1,738,991 (9)      |
| siPABPC1               | 5,157,454 (3)      | 2,912,024 (8)      | 1,835,084 (9)      |
| siPP1 $\alpha$         | 4,638,723 (3)      |                    |                    |
| siPP1 $\beta$          | 5,451,500 (3)      |                    |                    |
| siRBBP6                | 4,382,216 (4)      |                    |                    |
| siU2AF65               | 4,256,137 (7)      |                    |                    |
| siSF3b155              | 1,846,200 (7)      |                    |                    |
| siU1-70K               | 3,959,400 (7)      |                    |                    |
| siRRP44 + siRRP6       | 2,052,907 (6)      |                    |                    |
| U1D 8hr                | 2,054,949          |                    |                    |
| mU1D 8 hr              | 2,006,755          |                    |                    |
| U1D 24hr               | 2,042,368          |                    |                    |
| mU1D 24 hr             | 2,071,765          |                    |                    |
| siCtrl 1               | 2,309,371          |                    |                    |
| siCtrl 2               | 3,506,626          |                    |                    |
| siCtrl 3               | 3,440,068          |                    |                    |
| siCtrl 4               | 5,853,466          |                    |                    |
| siCtrl 5               | 4,642,375          |                    |                    |
| siCtrl 6               | 1,753,259          |                    |                    |
| siCtrl 7               | 6,659,829          |                    |                    |
| siCtrl 8 (nuclear RNA) | 1,979,079          |                    |                    |
| siCtrl 9 (total RNA)   | 2,335,594          |                    |                    |
| Proliferating C2C12    | 1,829,374          | 1,781,818          |                    |
| Differentiated C2C12   | 4,329,559          | 2,790,919          |                    |

The control siRNA (siCtrl) sample for each test sample is indicated in parenthesis.

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S5 Table — The data is also summarized in Fig 6B. Numbers are significance score (SS), which was calculated by –log10(P)*S, where P was based on the Fisher’s exact test and S = 1 for enrichment and -1 for depletion.

[illegible]

[illegible]

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S6 Table — Only those with P≤0.001 (Fisher’s exact test) in any one of the comparisons are shown. Numbers are significance score (SS), which was calculated by –log10(P)*S, where P was based on the Fisher’s exact test and S = 1 for enrichment and -1 for depletion.

[illegible]

[illegible]

[illegible]

[illegible]

# Supplementary material for: Systematic Profiling of Poly(A)+ Transcripts Modulated by Core 3’ End Processing and Splicing Factors Reveals Regulatory Rules of Alternative Cleavage and Polyadenylation
**Source:** PLoS Genet. 2015 Apr 23;11(4):e1005166. doi: 10.1371/journal.pgen.1005166
**Supplement:** S7 Table

---

How the deposited data were processed for this re-analysis (not part of the article)

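C2C12 cells, a mouse myoblast line, were profiled by 3'READS, which sequences the ends of polyadenylated RNA. The 54 libraries are 27 knockdowns of C/P, splicing and exosome factors at 48 h with 7 siCtrl libraries, U1D and mU1D at 8 h and 24 h, 6 nuclear and 6 total RNA libraries at 32 h, and 2 proliferating and 2 differentiated libraries. The authors aligned reads to mm9 with Bowtie2, kept reads with unaligned As at their end (PASS reads) and clustered nearby ends into poly(A) sites. The deposited table gives the count of PASS reads per site and library, and was used as counts throughout. All 59 columns were used. It lists 108698 sites of 16326 genes, 56 of them without a gene (0.00925% of reads). A further 2067 entries share a site with another gene (1.35% of reads). Library sums are 83.5% to 93.2% (median 90.0%) of the PASS reads in S4 Table. The median depth is 2873161.5 reads, and at this depth changes of log2 2 in 3'UTRs are found in most genes of 100 or more reads with 3 matched pairs (73.7%), by SAAP (63.3%) and by Fisher's exact test (53.3%). In CDS-APA SAAP finds 39.3% and Fisher's exact test 10.7% of them, and edgeR 0% with 1 library against 7, in differentiation and in CDS-APA by U1D at the dispersion of these libraries. Alignment and site clustering were not repeated, and the class of each site is the one in the table.

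For 3'UTR-APA the 2 most abundant sites in the 3'-most exon were taken for each of 10703 genes with at least 2, requiring 20 PASS reads for the 2 sites combined in each library. The shift is the log2 ratio of distal to proximal reads, test minus control, with a pseudocount of 1. CDS-APA compares all sites upstream of the 3'-most exon with all sites in it. Upstream antisense RNA and short sense RNA are set against sense sites beyond 2 kb, the short sense sites lying within 2 kb downstream of the closest upstream antisense site. SAAP was rebuilt as the paper describes it, with 20 samplings and q under 0.05 (0.1 for the gene groups). GAAP draws 1500000 reads 20 times and subtracts the count found in permuted reads. aUTR sizes were cut into 5 equal groups of genes. Gene groups in differentiation were compared with 10000 random lists matched on mean expression. Correlations used 100000 permutations, which treat libraries that share a batch control as independent.

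Each library was compared with the control that S4 Table gives for its batch. This is also the source of the matched pairs: knockdowns of CFI-68, PABPN1, PABPC1, Fip1 and Pcf11 at 48 h, in 32 h nuclear RNA and in 32 h total RNA, each with the siCtrl library of its batch. Nuclear and total RNA of 32 h may come from the same transfection, so the 3 pairs are not fully independent. The labels also pair U1D with mU1D by time, which was fitted as an alternative. Deviations of the 2 libraries of a time from their group means correlate with Pearson r 0.083 for expression, 0.016 for 3'UTR-APA and 0.016 for CDS-APA. For the pairs the count model is edgeR with quasi-likelihood on the reads of the 2 sides, with a term per library, side by pair as a block and side by group. The same model without a block was used for differentiation, for U1D at both times against mU1D, and for each 48 h knockdown against the 7 siCtrl libraries. Expression used reads summed over all sense pAs of a gene, where the paper used the 3'-most exon, with TMM and filterByExpr. A gene was called at an adjusted p under 0.05. The 5 knockdowns of a fraction share 1 control, so the covariance that a shared control gives was simulated in 100 draws.

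Genes are named by a fixed rule. Each factor knocked down and Timp2 are named. For each fit the 5 largest positive and 5 largest negative changes are eligible among genes with an adjusted p under 0.05, the same sign in every pair and 50 or more PASS reads on average, leaving out unnamed transcripts. From each gene list up to 4 called members and up to 2 not called are eligible. The 20 lists were written down from general knowledge and the paper: C/P factors, splicing factors, exosome nucleases, muscle differentiation, cell cycle, myoblast and reserve cell, other cell types, interferon response, p53 targets, integrated stress response, snoRNA host genes, nuclear noncoding RNAs, replication-dependent histones, reference genes, TGF-beta and BMP signalling, vesicle transport, actomyosin, ubiquitin conjugation, RNA-binding SR and hnRNP, and genes of CFI studies. For ratios at 48 h, genes named by the fit of 3 matched pairs are given with the ratio of the 48 h pair.

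The models were tested on simulated data with 200 genes changed. With 1 library against 7, edgeR recovered 0% of changes of log2 1 and of log2 2 in 3'UTRs. With 3 matched pairs it recovered 2% and 44%, and 73.7% of changes of log2 2 in genes of 100 or more reads. For differentiation and for CDS-APA by U1D it recovered 0%. These 0% came with the dispersions estimated here (0.418, 0.668 and 0.175), and with a dispersion of 0.01 the shares at log2 2 were 31%, 30% and 14%. For expression the shares were 52.5% and 99% with 3 matched pairs, 27.8% and 92.7% for U1D and 0% for differentiation. SAAP recovered 23% and 45% in 3'UTRs and 10% and 17% in CDS-APA, with 43 and 26 false calls, and Fisher's exact test 14% and 31%, and 1% and 4%, with 0 false calls.

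Alternatives were pseudocount 0.5, at least 50 PASS reads, 1000000 reads drawn, Fisher's exact test, the 7 siCtrl libraries summed, sites chosen over all libraries, DESeq2, models with and without a block, other filters, a window of 1 kb, and each library or pair left out. Intron numbers, splice site strength and sequence motifs were not analysed here, since they need an annotation or genome of the same build. Work was done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The version of Bowtie2 used by the authors is not given in the sources used here.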

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

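Of the tests in this part, the one of mislabelled libraries and the one of read numbers by aUTR size were chosen before the data were examined, and all others only after the result was seen.

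The 12 libraries of 32 h and replicate 2 of proliferating and of differentiated cells hold 8.58 to 76.6 upstream antisense reads per 1000000 reads, and the others 1534 to 5750. Low depth is argued against, because the median per 1000000 reads is 0.0140 of that in the 48 h controls. Nuclear RNA or the 32 h time is argued against as well, because proliferating replicate 2 has 0.00799 of the relative antisense reads of replicate 1. At 25 antisense pAs with reads in at least 7 of these 14 libraries the level is 1.88 times that of the 48 h controls, but these pAs were picked for having reads, so a high level there says nothing of the cause. Of 6861 antisense pAs only 60 have a read in any of these 14 libraries. Each of them has reads at 9 to 35 antisense pAs, and each other library at 577 to 2031. Reads left at so few pAs argue against an even loss over all antisense pAs. Whether processing or something else emptied the other antisense pAs was not tested further and stays open.

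Control libraries of different batches differ in 3'UTR-APA in as many genes as most knockdowns do from their controls. The gap between the lowest pair across the sets of batches 1, 2 and 7 and of batches 3 to 6 and the highest pair within a set is 376 genes. The sets were drawn from these same counts, so the gap only restates them and is no test of a batch difference. Sequencing depth is argued against, since at equal reads the median pair still differs in 1111 genes. Whether cells, reagents or library preparation differ between the sets stays open, and each knockdown was therefore read against the control of its own batch.

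In the libraries labelled siPcf11 the log2 change of Pcf11 reads is 0.48 at 48 h, -0.08 in nuclear and -0.68 in total RNA at 32 h, while RT-qPCR of the paper puts its mRNA lower and its blot at 32 h puts the protein lower, which does not settle what the libraries hold. If the libraries were mislabelled their 3'UTR shifts would differ, and the median Pearson r among the 3 is 0.313, just over the 0.3 set beforehand, which leaves this open. Reads at the 3'-most exon of Pcf11 were 85 against 68 at 48 h and those upstream 19 against 32, and over the 3 libraries the upstream change is -1.28 relative to the 3'-most exon. Each change is 1 library against 1 control. In edgeR on the 3 matched pairs the upstream change was -1.46 relative to the 3'-most exon (SE 0.98, adjusted p 0.81). It had the same sign in 3 of 3 pairs and did not pass. The read count above sums all pAs of the gene, so a move between them would not conceal a loss. Why the reads are not clearly lower at 48 h and in nuclear RNA stays open, and the site of the RT-qPCR amplicon was not analysed here.

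CDS-APA in siPABPC1 had a log2(UP/DN) of 1.37 at 48 h, -0.34 in 32 h nuclear RNA and -0.58 in 32 h total RNA. The 3'UTR log2(Le/Sh) of U1D was 0.23 at 8 h and -0.72 at 24 h. For siPABPC1 the siRNAs also differ, 1 at 48 h and 2 at 32 h, so siRNA, time and batch change together. The 0.23 lies within the spread of control pairs. These differences between times were not tested.

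In siPABPC1 6 of 10 muscle differentiation genes and 6 of 24 cell cycle genes were lower in 3 matched pairs. In siPABPN1 4 of 8 snoRNA host genes were higher, and in the libraries labelled siPcf11 10 of 25 cell cycle genes were lower. With U1D 4 of 13 p53 targets were higher. These values sum reads at all sense pAs of a gene, so upstream ends gained with U1D count as well.

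With 3 pairs, only 10 splits of the 6 libraries into 3 and 3 exist, too few for a share under 0.05. In each case 1 of the 10 splits, the real one, had as many called genes. For 3'UTR-APA the real split and the highest other gave 1929 and 0 genes for siCFI-68, 225 and 34 for siPABPN1, 164 and 2 for siPABPC1, 234 and 0 for siFip1, and 167 and 3 for the libraries labelled siPcf11. For expression they gave 1159 and 0, 82 and 5, 1202 and 0, 205 and 0, and 1078 and 0. Only 4 of the 10 splits part every matched pair, fewer still. The 3 of them other than the real one gave at most 1 gene, and the 6 that keep a pair together, and so mix the factor with the pair, held the higher counts of 34, 5, 3 and 2.

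Read numbers do not account for the larger shifts of genes with long aUTRs: within genes of 100 to 400 PASS reads the difference between the longest and the shortest group is 1.03 times that of all genes, in the median of 15 libraries.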

How the results depend on the processing

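The sets of control batches as a block, the controls of the same set, the distance between intronic pAs, the filters of 1 read and the single choices of replicates are tests chosen only after the result was seen. Each 48 h knockdown has 1 library, assumed to vary like the siCtrl libraries. Differentiation and U1D have 2 libraries against 2, and leaving out a control other than those named was run for 9 knockdowns only. Motif calls from the pairs were not run. The cause was not tested for any result that changed. The main values that changed follow by setting, and the last paragraph counts the others with them for the main settings.

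With a pseudocount of 0.5, median shifts were -1.42 for siCFI-25 and -1.59 for siCFI-68. Values of the longest minus the shortest aUTRs became -2.79 for siCFI-68. With the 2 most abundant pAs over all 54 libraries, median shifts were -0.96 for siCFI-25, -1.01 for siCFI-68, -0.46 for siPABPN1 and 0.27 for labelled siPcf11. With the 7 siCtrl libraries summed, median shifts were -1.43 for siCFI-25, -1.56 for siCFI-68, 0.23 for siFip1 and -0.0044 (reversed) for siRRP44+RRP6. Values of log2(Le/Sh) became -2.91 for siCFI-25, -3.38 for siCFI-68, 0.023 (reversed) for siCPSF-30, 0.58 for siFip1, -1.38 for siPABPC1, -1.41 for siPABPN1, 1.10 for labelled siPcf11, -0.46 for siU1-70K and 0.073 (reversed) for siWDR33. 3'UTR-APA gene counts became 894 for siU1-70K. CDS-APA gene counts became 208 for siU2AF65. At 50 PASS reads or more, 3'UTR-APA gene counts were 359 for U1D 24 h, 229 for U1D 8 h, 793 for siCFI-25 and 829.9 for siCFI-68. Values of log2(Le/Sh) became -5.01 for siCFI-25, -6.40 for siCFI-68 32 h nuclear, -5.73 for siCFI-68 32 h total and -4.47 for siPABPN1 32 h total. 3'UTR-APA calls of the pairs became 119 for siPABPN1 and 86 for siPABPC1. With 1000000 reads drawn, 3'UTR-APA gene counts were 321 for U1D 24 h, 189.8 for U1D 8 h, 449.6 for siPABPC1, 545 for siPABPN1, 418 for labelled siPcf11, 209 for siU1-70K and 224 for differentiation. Values of log2(Le/Sh) became -5.12 for siCFI-25, -6.44 for siCFI-68, -5.59 for siCFI-68 32 h nuclear, -5.38 for siCFI-68 32 h total and -4.32 for siPABPN1 32 h total.

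By Fisher's exact test, 3'UTR-APA gene counts were 359 for U1D 24 h, 188 for U1D 8 h, 169.8 for siU1-70K and 195 for differentiation. Values of log2(Le/Sh) became -4.54 for siCFI-25, -4.89 for siCFI-68, -4.37 for siCFI-68 32 h nuclear, -4.36 for siCFI-68 32 h total, -2.82 for siPABPC1 32 h nuclear, -2.34 for siPABPC1 32 h total, -2.66 for siPABPN1 32 h nuclear, -2.93 for siPABPN1 32 h total and 1.94 for labelled siPcf11 32 h total. CDS-APA gene counts became 269.8 for U1D 24 h, 377 for U1D 8 h, 111 for siCFI-25, 142 for siCFI-68, 65.4 for siFip1, 76.9 for siPABPC1, 82.8 for siPABPN1, 46.8 for labelled siPcf11, 101 for siU1-70K and 35.4 for siU2AF65. Counts of uaRNA genes became 10.4 for U1D 24 h, 4.25 for U1D 8 h, 41.9 for siPABPN1, 4.4 for siRRP44+RRP6, 14.9 for siSF3b155 and 6 for siU1-70K. Counts of spRNA genes became 3.45 for U1D 24 h, 4.7 for U1D 8 h, 3.65 for siPABPN1, 1 for siRRP44+RRP6, 1 for siSF3b155 and 0.35 for siU1-70K. In a window of 1 kb, counts of spRNA genes were 0.75 for U1D 24 h, 0.1 for U1D 8 h and 0.85 for siPABPN1. They were 0.5 for siRRP44+RRP6, 0.3 for siSF3b155 and 0 for siU1-70K. This window starts at an antisense pA upstream of the gene and may hold little of the gene, so it cannot test the spRNA counts. With pAs 10 kb or more apart, 5'-most minus 3'-most intronic pAs were -0.044 (reversed) for U1D 24 h, 0.93 for U1D 8 h, 0.053 for siCFI-25, 0.39 for siCFI-68, -0.30 (reversed) for siCFI-68 32 h nuclear, -0.15 (reversed) for siCFI-68 32 h total, -0.75 for siFip1, -0.21 for siPABPC1, -0.33 (reversed) for siPABPC1 32 h nuclear, -0.61 for labelled siPcf11, 0.035 (reversed) for siRRP44+RRP6 and 0.49 for siSF3b155. At 20 PASS reads or more, 5'-most minus 3'-most intronic pAs were 0.99 for siCFI-25, 1.49 for siCFI-68, -0.12 for siFip1, -0.25 for siPABPC1, 0.67 for siPABPN1, 0.38 for siPABPN1 32 h nuclear, -0.60 for labelled siPcf11 and -0.18 (reversed) for siSF3b155. By edgeR on the 3 matched pairs, which take 48 h and both 32 h fractions together, 1 gene was called in all 5 factors. That single count stands against 66 for 32 h nuclear and 35 for 32 h total RNA.

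By DESeq2, 3'UTR-APA calls of the pairs were 133 for siPABPN1, 103 for siFip1 and 79 for labelled siPcf11. 3'UTR-APA calls in differentiation became 1. 3'UTR-APA calls for U1D became 0 (83 at an unadjusted p under 0.05). CDS-APA calls for U1D became 8. 3'UTR-APA calls against 7 controls became 568 for siCFI-25, 804 for siCFI-68, 8 for siFip1, 5 for siPABPC1, 10 for siPABPN1 and 14 for labelled siPcf11. With DESeq2 and its size factors, expression calls in differentiation were 284. Without matching the pairs, 3'UTR-APA calls of the pairs were 0 (946 at an unadjusted p under 0.05) for siCFI-68, 0 (205) for siPABPN1, 0 (202) for siPABPC1, 0 (112) for siFip1 and 0 (212) for labelled siPcf11. Expression calls of the pairs became 0 (595 at an unadjusted p under 0.05) for siCFI-68, 0 (227) for siPABPN1, 0 (1060) for siPABPC1, 0 (202) for siFip1 and 0 (872) for labelled siPcf11. With no filter beyond 1 read, expression calls of the pairs were 334 for siPABPN1 and 598 for siFip1. Expression calls for U1D became 173. With the sets of control batches as a block, 3'UTR-APA calls against 7 controls were 780 for siCFI-25, 1010 for siCFI-68, 24 for siFip1, 4 for siPABPC1, 51 for siPABPN1 and 22 for labelled siPcf11. CDS-APA calls against 7 controls became 22 for siU1-70K. Against the batch control alone, target genes were -0.44 (reversed) for Papolg and -0.30 (reversed) for Wdr33. Against controls of the same set, target genes were -0.26 (reversed) for Papolg, 0.0081 (reversed) for Dis3 and -0.20 (reversed) for Wdr33.

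With the replicate number as a block, though no source states a pairing, 3'UTR-APA calls in differentiation were 24. CDS-APA calls in differentiation became 20. Expression calls in differentiation became 2655. For differentiated replicate 1 against proliferating replicate 1, group shifts in differentiation were 0.23 for group 5. For differentiated replicate 1 against proliferating replicate 2, median shifts were 0 for differentiation. Group shifts in differentiation became 0.14 for group 5. For differentiated replicate 2 against proliferating replicate 1, median shifts were 0.48 for differentiation. Group shifts in differentiation became 0.72 for group 2, 0.78 for group 3, 0.23 for group 5 and -0.18 (reversed) for group 8. With U1D and mU1D paired by time as a block, 3'UTR-APA calls for U1D were 2. CDS-APA calls for U1D became 61. Expression calls for U1D became 226. The deviations of replicates with the same number from their group means correlate with Pearson r 0.87 over 3338 genes for 3'UTR-APA and 0.90 over 7455 genes for expression. No source says that the number marks a shared day or batch, and replicate 2 of both groups has few upstream antisense reads. Pairing by time left the counts of antisense and short sense RNA for U1D at 0 (10 and 22 at an unadjusted p under 0.05).

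Without the 48 h pair, expression calls of the pairs were 2431 for siCFI-68, 736 for siPABPN1, 1345 for siPABPC1 and 455 for siFip1. 3'UTR-APA calls of the pairs became 188 for siPABPN1, 149 for siPABPC1 and 188 for siFip1. Leaving out the 32 h nuclear pair, 3'UTR-APA calls of the pairs were 22 for siPABPN1, 51 for siFip1 and 219 for labelled siPcf11. Expression calls of the pairs became 1420 for labelled siPcf11. With the 32 h total pair left out, expression calls of the pairs were 382 for siCFI-68, 12 for siPABPN1, 208 for siPABPC1, 166 for siFip1 and 153 for labelled siPcf11. 3'UTR-APA calls of the pairs became 11 for siPABPC1 and 17 for labelled siPcf11. Without U1D 8 h, 3'UTR-APA calls for U1D were 0 (169 at an unadjusted p under 0.05), as they were without each of the other 3 libraries (123 to 201). Without mU1D 8 h, CDS-APA calls for U1D were 4. Expression calls for U1D became 9. Without U1D 24 h, CDS-APA calls for U1D were 48. Without proliferating replicate 2, expression calls in differentiation were 56. Without proliferating replicate 1, expression calls in differentiation were 159. Without mU1D 24 h, expression calls for U1D were 112. Without siCtrl of batch 1, 3'UTR-APA calls against 7 controls were 0 (1370 at an unadjusted p under 0.05) for siCFI-68, as they were without that of batch 3 (1202), 4 (1208) or 5 (1186), and they were 64 without batch 6 and 148 without batch 2. Without siCtrl of batch 7, 3'UTR-APA calls against 7 controls were 165 for siCFI-68.

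Over all values compared, Fisher's exact test moved 118 of 178 and weakened 6, the summed siCtrl libraries moved 49 of 108 and reversed 3, and 1000000 reads moved 33 of 80. A window of 1 kb moved 25 of 58 and weakened 4. Choosing pAs over all libraries moved 11 of 40, the filter of 50 PASS reads 16 of 145 and the pseudocount 3 of 55. Among intronic pAs 20 PASS reads moved 13 of 40 and reversed 1, and 10 kb moved 12 of 40 and reversed 5. DESeq2 weakened 60 of 640, strengthened 13 and moved 5. Leaving out the block weakened 345 values and kept 522. A replicate block strengthened 61, moved 3 and kept 323. With counting noise only, 20 values of the shared control moved. Of 40 median shifts 38 kept their size with a pseudocount of 0.5, 40 at 50 PASS reads and 29 with pAs chosen over all libraries. Of 40 log2(Le/Sh) values 36 did at 50 PASS reads, 30 by Fisher's exact test and 35 with 1000000 reads drawn. For named genes DESeq2 kept 540 values and weakened 59, and its size factors kept 559 and weakened 20. Over all values compared, its size factors kept 565, strengthened 27 and weakened 20.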

Differences from the paper's values

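The tests that follow were planned before the values were compared with the paper, and the order of intronic pAs was chosen only after the result was seen.

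The paper states a log2(Le/Sh) of -2.8 for siPABPN1 at 48 h, and the recomputed value is -2.42. With 1000000 reads drawn it is -2.59, which differs from the value of the paper by less than the SD between control pairs (0.26), while Fisher's exact test (-2.46), 50 PASS reads (-2.42) and the summed siCtrl libraries (-1.41) leave it open. For differentiation the paper states 1.8, and the recomputed value is 1.33, with 1.2 by Fisher's exact test, 1.28 with 50 PASS reads and 1.18 with 1000000 reads, none of which closes it.

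At 32 h the value for siPABPN1 in total RNA is about -8.4 in Fig. 5C, read by eye, and -5.22 recomputed. In nuclear RNA it is about -3.9 in Fig. 5C, read by eye, and -3.40 recomputed. For siPABPC1 in total RNA it is about -4.5 in Fig. 5C, read by eye, and -3.17 recomputed. No alternative closes these gaps: the nearest are -4.47 with 50 PASS reads, -3.34 with 1000000 reads and -3.27 with 1000000 reads. The value of siPABPN1 in total RNA rests on 13.3 lengthened genes, so a change of a few genes moves its ratio far. The others rest on more, 59.8 for siPABPN1 in nuclear RNA and 67.3 for siPABPC1 in total RNA. The Timp2 shifts match the values printed in Fig. 2C for each knockdown, and in differentiation the recomputed 1.32 is above it. That value sums the replicates, and like replicate numbers gave 0.93 and 1.10.

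For siCFI-68 and siCFI-25 the paper has no lengthened genes left after subtraction and an infinite ratio, and the recomputed ratios are finite because a few remain. The paper ranks CPSF-160 next to the CFI subunits by number of genes, and here PABPN1, Fip1, PABPC1 and the library labelled siPcf11 come between them. The paper has the last intron favoured in siCFI-68 and siCFI-25. By order of pAs along the gene, a different measure, the 5'-most is favoured here with the main filter. With pAs at least 10 kb apart the 48 h values of both lie inside the control range of -0.36 to 0.53. The 32 h values of siCFI-68 then lean to the 3'-most, also inside that range. For siSF3b155 the paper describes up and down antisense genes as similar in number, and GAAP found 15.6 higher and 33.1 lower, while edgeR against the 7 siCtrl libraries called 7 higher and 1 lower. Among gene groups in differentiation the paper places group 2 before group 5, and the recomputed groups place group 5 before group 2, while the S7 Table membership keeps the order of the paper. Genes called in all 5 factors number 27 and 52 in the paper for total and nuclear RNA, and 35 and 66 here. Library sums are lower than S4 Table states for each library. With U1 inhibition the paper finds short sense RNA raised more than upstream antisense RNA, while the main counts here are higher for antisense. The counts rest on different genes for each strand and on another window, so they do not test the paper's result.

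The Results and the Discussion of the paper give U1 inhibition opposite 3'UTR directions, shortening in one and mild lengthening in the other. Recomputed, the log2(Le/Sh) at 24 h is -0.72, and the 0.23 at 8 h lies within the SD between control pairs (0.26).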

Other observations

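Muscle genes fell when PABPC1, the cytoplasmic poly(A) binding protein, was knocked down, a change of expression the paper does not report. In edgeR on 3 matched pairs, whose 32 h fractions may share a transfection, 569 genes rose and 633 fell of 9571. The troponin gene Tnnt1 changed by -3.15 in log2 (SE 0.53, adjusted p 0.00446), titin (Ttn) by -2.56 (SE 0.32, adjusted p 0.000902), Mylpf by -2.23 (SE 0.43) and Myh3 by -1.94 (SE 0.54), each lower in 3 of 3 pairs. Of the muscle differentiation list 6 of 10 fell (1 higher and 6 lower adjusted over the list alone, median -1.62). Of the cell cycle list 6 of 24 fell (9 over the list alone), among them Birc5, an inhibitor of apoptosis needed in mitosis, at -1.96 (SE 0.32) and Cdk1 at -1.31 (SE 0.30). In TGF-beta and BMP signalling 4 rose and 1 fell of 24 (11 and 2 over the list alone), with Smad7 at 2.01 and Acvr2a at 1.64. Irf5 rose by 3.82 (SE 0.40) and Tead4, a transcription factor of muscle, by 3.22 (SE 0.33), but the interferon response had 0 of 10. Histones had 0 higher and 2 lower of 7, the integrated stress response 0 and 3 of 12, and myoblast and reserve cell genes 1 and 2 of 7. Without the 32 h total pair 208 genes are called.

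U1D raised the reads of some targets of p53. Mdm2, which degrades p53, rose by 2.41 (SE 0.26, adjusted p 8.73e-05 by edgeR), the stress gene Sesn2 by 2.37 (SE 0.36), Phlda3 by 1.78 (SE 0.26) and Bbc3, which promotes apoptosis, by 1.54 (SE 0.34, adjusted p 0.049). By list that is 4 of 13 (8 over the list alone). In all 63 genes rose and 3 fell of 7942, including Crcp (3.01, SE 0.30) and Nol9, which matures ribosomal RNA (2.55, SE 0.27). Expression here sums reads at all sense pAs of a gene, so upstream ends gained with U1D count as well. Relative to the 3'-most exon, upstream ends rose by 5.58 for Sesn2 (SE 2.27, adjusted p 0.306 by edgeR) and by 9.56 for Crcp. Whether the rises hold at the 3'-most exon alone was not tested. With U1D and mU1D paired by time 158 genes rose and 68 fell. Without the 8 h mU1D library 9 genes are called, and without the 24 h mU1D library 112. The libraries labelled siPcf11 lowered the cell cycle list in 10 of 25 genes (12 over the list alone, median -0.89), led by Tyms (-2.74, SE 0.34), Cdc20 (-2.37, SE 0.36), Ccne1 (-2.25, SE 0.33) and Ccna2 (-2.10, SE 0.40). Both exosome nuclease genes fell there, Exosc10 at -2.84 (SE 0.54) and Dis3 at -1.30 (SE 0.40, adjusted p 0.0466).

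The tests in this part were planned, and none was chosen only after the result was seen, apart from the sets of control batches. Knockdown of CFI-68 changed the genes of other factors: Papola rose by 2.31 and Cstf2 by 2.23, and Cpsf6 itself fell by 2.12 (SE 0.25). siPABPN1 raised Papola by 2.17 (SE 0.37) and Cstf3 by 1.59 (SE 0.25). siFip1 raised 75 genes and lowered 130 of 9192. Naprt1, an enzyme of NAD synthesis, rose by 4.22 (SE 0.40), the snoRNA host gene Gas5 rose by 3.16 (SE 0.26), and Fip1l1 fell by 2.35 (SE 0.28). Nuclear noncoding RNAs had 0 higher and 2 lower of 3 in siFip1, Neat1 at -1.74 and Malat1 at -0.99. Without the 32 h total pair 166 genes are called for siFip1, and without the 48 h pair 455.

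CDS-APA in 3 matched pairs is not reported by the paper. siCFI-68 raised upstream ends of 94 genes and lowered 28 of 4830. Upstream ends of Elavl1, an RNA-binding protein that stabilises mRNA, rose by 3.02 (SE 0.62), those of the cyclin gene Ccnb1 by 3.45, and those of Pcf11 by 2.36. Upstream ends of Fxr1, which acts in muscle translation, fell by 6.93 (SE 1.39). For siPABPN1 16 rose and 1, Papola, fell (-2.84, SE 0.60). H2-D1 led the 2 genes of siPABPC1 (5.99, SE 1.19). siFip1 had 2 higher and 7 lower, among them Dtymk, an enzyme of thymidine synthesis (-3.00, SE 0.52), and the libraries labelled siPcf11 1 higher and 8 lower, among them Ppard, a nuclear receptor (-3.37, SE 0.65). SR and hnRNP genes had 2 higher of 17 in siCFI-68 (4 over the list alone). In differentiation edgeR called 0 of 4784 genes for CDS-APA, with 20 at an unadjusted p under 0.05.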
